# Identification and Characterization of Sebaceous Gland Atrophy-Sparing DGAT1 Inhibitors

**DOI:** 10.1371/journal.pone.0088908

**Published:** 2014-02-18

**Authors:** Eric S. Muise, Yonghua Zhu, Andreas Verras, Bindhu V. Karanam, Judith Gorski, Drew Weingarth, Hua V. Lin, Joyce Hwa, John R. Thompson, Guanghui Hu, Jian Liu, Shuwen He, Robert J. DeVita, Dong-Ming Shen, Shirly Pinto

## Abstract

Inhibition of Diacylglycerol O-acyltransferase 1 (DGAT1) has been a mechanism of interest for metabolic disorders. DGAT1 inhibition has been shown to be a key regulator in an array of metabolic pathways; however, based on the DGAT1 KO mouse phenotype the anticipation is that pharmacological inhibition of DGAT1 could potentially lead to skin related adverse effects. One of the aims in developing small molecule DGAT1 inhibitors that target key metabolic tissues is to avoid activity on skin-localized DGAT1 enzyme. In this report we describe a modeling-based approach to identify molecules with physical properties leading to differential exposure distribution. In addition, we demonstrate histological and RNA based biomarker approaches that can detect sebaceous gland atrophy pre-clinically that could be used as potential biomarkers in a clinical setting.

## Introduction

Diacylglycerol O-acyltransferase 1 (DGAT1) is ubiquitously expressed and catalyzes the final step in triglyceride (TG) synthesis [1]. TG biosynthesis has pleiotropic roles in various tissues. TG can be taken up by the diet and resynthesized in the small intestine by DGAT1 or can be synthesized *de novo* by either DGAT1 or DGAT2 in the liver and/or adipose tissues [2]. Inhibition of DGAT1 in the intestine has been shown to enhance circulating levels of gut incretin levels such as Glucagon-like peptide 1 (GLP-1) and Peptide YY (PYY) post-prandially [3], [4]. In addition to DGAT1's role in these tissues, DGAT1 and DGAT2 have also been demonstrated to be expressed in the skin of mice [5], [6] and human (data not shown). Mice with a deletion of the DGAT1 enzyme (DGAT1 ^-/-^) are protected from diet induced obesity and show increased sensitivities to insulin and leptin and increased energy expenditure [7]. However, in addition to these metabolic phenotypes, DGAT1^-/-^ mice develop leptin-dependent abnormal skin phenotypes, characterized by sebaceous gland atrophy and hair loss [5]. The metabolic effects and the skin phenotype were shown to be recapitulated with pharmacological inhibition of DGAT1 [6]. Skin composition between human and preclinical species varies; wax diester is the major sebum lipid in mouse while TG is the major form in human [8]. Although the exact role of sebum in human is not fully understood, sebum production could be decreased with pharmacological inhibition of skin DGAT1 activity.

Since the identification and the characterization of DGAT1 -/- mice, multiple pharmaceutical companies have been actively pursuing the discovery of small molecule DGAT1 inhibitors to reproduce the beneficial metabolic phenotypes of these mice [9], [10]. Recent early clinical data with DGAT1 inhibitors have uncovered gastrointestinal adverse effects (AEs) as a major issue with no report of adverse skin effects [10]–[12]. However, considering the role of DGAT1 in the skin, such inhibitors represent potential liabilities related to skin AEs as well. To that end one of our goals was to develop small molecule DGAT1 inhibitors with differential exposures at the site of action vs. skin. Low exposures in the skin would protect from skin liabilities while maintaining the beneficial metabolic benefits associated with DGAT1 inhibition in other tissues such as the small intestine. Based on molecular modeling we demonstrated the correlation between lipophilicity of several DGAT1 small molecule inhibitors, skin histological findings and systemic and skin drug exposures. In addition we proposed an RNA-based approach that could be utilized as clinical biomarkers to detect sebaceous gland atrophy driven by DGAT1 inhibitors.

## Results

### Skin effects of DGAT1 inhibitors

Several DGAT1 inhibitors across different structural classes were tested for their effect on skin morphology after chronic treatment in mice (Figure 1 and Table 1). Compounds were separated into structural classes and assigned to groups A to E. Representative structures from groups A, B, and C are shown in Figure 1 (structures of compounds from groups D and E will be the subject of future reports). After 14 days of oral dosing several compounds either induced sebaceous gland atrophy in the skin or showed no response. As shown in Figure 2, the sebaceous glands in the skin of mice treated with either vehicle or Cpd1 (3 mg/kg, 14 days) appeared normal while the skin of mice treated with Cpd2 (30 mg/kg, 14 days) had moderate to marked atrophic sebaceous glands on the dorsal surface, which were characterized by an overall decreased amount and size of sebaceous gland acini. Skin of mice treated with Cpd3 (30 mg/kg, 14 days) showed minimal to mild effects. The affected sebaceous gland units had fewer acinar cells and/or cells with decreased amount of cytoplasmic vacuolation. Frequently the sebaceous gland acini had consolidated, eosinophilic cytoplasm and pyknotic nuclei. No other histomorphologic changes were observed in these skin sections. Compound plasma exposures (Plasma µM) did not correlate with skin AEs (Scoring) or with skin exposure (Skin/Plasma Ratio; Table 1). However, skin exposures as it related to IC50 did correlate with skin AEs (Skin/IC50). The effects of the compounds were similar on ventral skin (Figure S1). Of note, longer exposure of Cpd1, which did not cause sebaceous gland atrophy at 14 days, in rats at up to 300 mg/kg for 4 weeks had no adverse effects in skin (data not shown). Additional studies will be required to study the effects of these compounds in skin after longer-term exposure.

**Figure 1:**
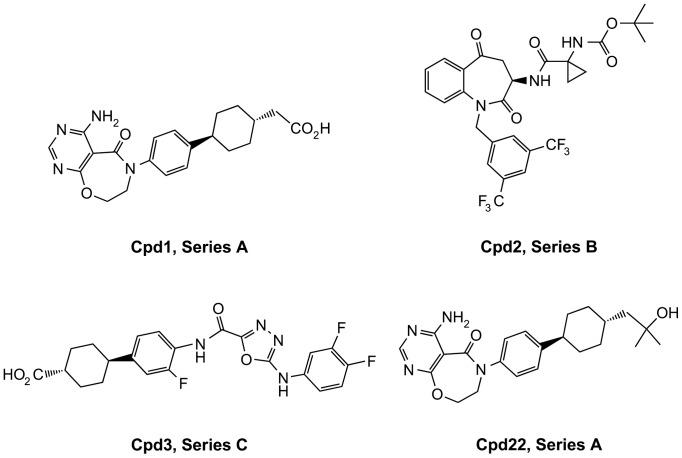
Representative compound structures from three chemical compound series as shown in Table 1.

**Figure 2:**
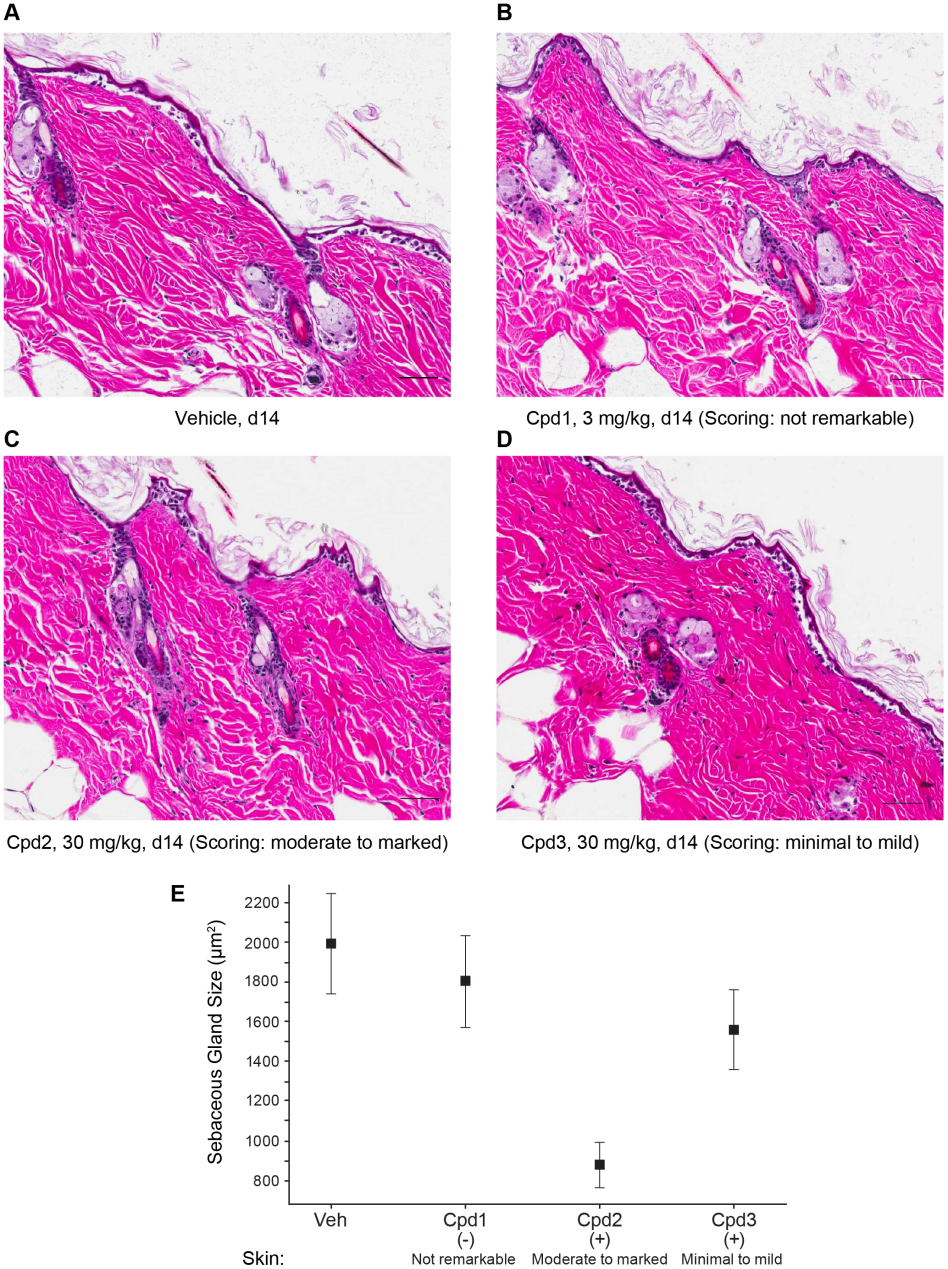
DGAT1 inhibitors with high lipophilicity induce sebaceous gland atrophy. Shown are hematoxylin and eosin stains of dorsal skin biopsies from DIO mice treated with either vehicle (A), Cpd1 (B), Cpd2 (C), or Cpd3 (D) for 14 days at doses indicated. Scoring refers to the histological adverse effect score as described in Table 1. Bar  = 50 µm. The corresponding sebaceous gland sizes (area) are plotted in (E) (and shown in Table S1).

**Table 1:** Compound characteristics. Cpd1 is the same as DGAT1i in Lin, H et al (2013) [4], while Cpd2 is the same as Compound L in Liu, J et al (2013) [3].

Study	Compound	Series	Plasma µM	Skin µM	Skin/Plasma Ratio	Fu Plasma	mlogD	clogD	mDGAT1 IC50 nM	mDGAT1 IC50 µM	Skin/IC50	Scoring	clogD/mIC50
1	Cpd1	A	0.194	0.0621	0.320	0.310	0.35	0.00	34.6	0.035	1.80	not remarkable	0
**1**	**Cpd2**	**B**	**0.163**	**2.25**	**13.8**	**0.01**	**4.04**	**4.27**	**31.4**	**0.031**	**71.61**	**moderate to marked**	**136**
**1**	**Cpd3**	**C**	**1.38**	**0.135**	**0.098**	**0.063**	**1.73**	**1.83**	**11**	**0.011**	**12.27**	**minimal to mild**	**166**
1	Cpd4	D	0.855	0.111	0.130	0.090	0.90	0.44	58.9	0.059	1.89	not remarkable	7
**2**	**Cpd5**	**D**	**0.461**	**0.138**	**0.298**	**0.09**	**1.08**	**1.61**	**5.2**	**0.005**	**26.45**	**minimal to mild**	**310**
**2**	**Cpd6**	**D**	**2.22**	**0.430**	**0.194**	**0.09**	**1.27**	**1.60**	**18.8**	**0.019**	**22.87**	**moderate to marked**	**85**
2	Cpd7	D	0.171	0.002	0.012	0.098	1.37	0.42	32.4	0.032	0.07	not remarkable	13
**2**	**Cpd2**	**B**	**0.124**	**2.16**	**17.489**	**n/a**	**4.04**	**4.27**	**31**	**0.031**	**69.68**	**moderate to marked**	**138**
2	Cpd8	D	0.0072	0.010	1.345	0.033	1.11	0.48	4.9	0.005	1.96	not remarkable	98
2	Cpd9	D	0.0047	0.006	1.324	0.133	0.94	0.43	12.3	0.012	0.50	not remarkable	35
3	Cpd10	E	0.0782	0.0159	0.203	nd	1.81	0.00	10.9	0.011	1.46	not remarkable	0
3	Cpd11	D	0.199	0.0478	0.241	0.0836	0.73	0.00	29	0.029	1.65	not remarkable	0
**3**	**Cpd12**	**A**	**2.84**	**0.669**	**0.236**	**0.256**	**1.34**	**2.07**	**40.4**	**0.040**	**16.56**	**moderate to marked**	**51**
3	Cpd13	D	0.276	0.0131	0.047	0.06	1.37	0.00	33.3	0.033	0.39	not remarkable	0
3	Cpd14	D	0.209	0.0265	0.127	0.073	1.05	0.00	46.9	0.047	0.57	not remarkable	0
**3**	**Cpd15**	**D**	**1.21**	**0.190**	**0.157**	**nd**	**1.15**	**0.77**	**10.7**	**0.011**	**17.72**	**moderate to marked**	**72**
3	Cpd16	E	0.196	0.0347	0.177	0.059	1.81	0.00	10.4	0.010	3.34	not remarkable	0
**3**	**Cpd2**	**B**	**0.106**	**1.94**	**18.330**	**0.01**	**4.04**	**4.27**	**31**	**0.031**	**62.72**	**moderate to marked**	**138**
**3**	**Cpd6**	**D**	**4.51**	**0.640**	**0.142**	**0.033**	**1.27**	**1.60**	**18.8**	**0.019**	**34.04**	**moderate to marked**	**85**
4	Cpd17	E	1.42	BLQ		0.1021	1.58	0.09	6.3	0.006		not remarkable	14
4	Cpd18	D	1.13	BLQ		nd	0.99	0.65	11.7	0.012		not remarkable	56
4	Cpd19	D	5.38	BLQ		nd	1.20	0.00	17.5	0.018		not remarkable	0
4	Cpd20	D	2.19	BLQ		0.0495	0.99	0.35	34.2	0.034		not remarkable	10
4	Cpd21	D	8.01	BLQ		nd	1.04	0.11	17.2	0.017		not remarkable	6
**4**	**Cpd22**	**A**	**51.4**	**BLQ**		**0.112**	**2.15**	**2.87**	**25.9**	**0.026**		**moderate to marked**	**111**
**4**	**Cpd6**	**D**	**8.39**	**BLQ**		**0.033**	**1.27**	**1.60**	**18.8**	**0.019**		**moderate to marked**	**85**

Plasma  =  plasma concentration; Skin  =  skin concentration; Skin/Plasma Ratio  =  skin to plasma concentration ratio; Fu Plasma  =  unbound fraction in plasma; mlogD  =  measured logD; clogD  =  calculated logD using ACD (measure of lipophilicity); mDGAT1 IC50  =  in vitro potency; Skin/IC50 =  skin concentration vs in vitro potency; Scoring  =  histological adverse effect score; clogD/mIC50 =  calculated logD vs in vitro potency; BLQ  =  below detection. Bold  =  compounds causing atrophy.

### Plasma and Skin Concentrations of Compounds

Plasma and corresponding skin concentrations of the compounds are shown in Table 1. As can be seen, following dosing of the compounds at 30 mg/kg for 14 days, the relative trough levels of the compounds in plasma and skin do not have a direct correlation. Compounds that exhibit high plasma exposures do not appear to have high skin exposure and vice versa. Similar lack of correlation is also observed with unbound plasma concentrations and skin exposures.

### Lipophilicity of the Compounds

To gain a better understanding of the chemical physical properties of DGAT1 inhibitors as it relates to skin AEs, we evaluated lipophlicity (Log D) of these compounds which can be either measured by HPLC (mlogD) or calculated using the ACD software (clogD). Distribution into skin can be understood as a partitioning equilibrium dependent on compound properties. As listed in Table 1, 7 out of 22 compounds tested (Cpd2, 3, 5, 6, 12, 15, 22) were found to induce either “minimal to mild” or “moderate to marked” skin sebaceous gland atrophy after 14 days of treatment. Compounds with sufficient potency against the mouse enzyme (mDGAT1 IC50 nM) only show skin toxicity as measured by histopathology at sufficient exposure levels in the skin (Table 1). Interestingly, we find that compounds with skin effects can be distinguished from compounds without observable skin effects by plotting lipophilicity (clogD) against the observed histopathology (Figure 3). Compounds which show significant or minimal adverse effects in skin generally have a predicted clogD of greater than 1, while compounds with no observable effects all have a predicted clogD of less than 0.7.

**Figure 3:**
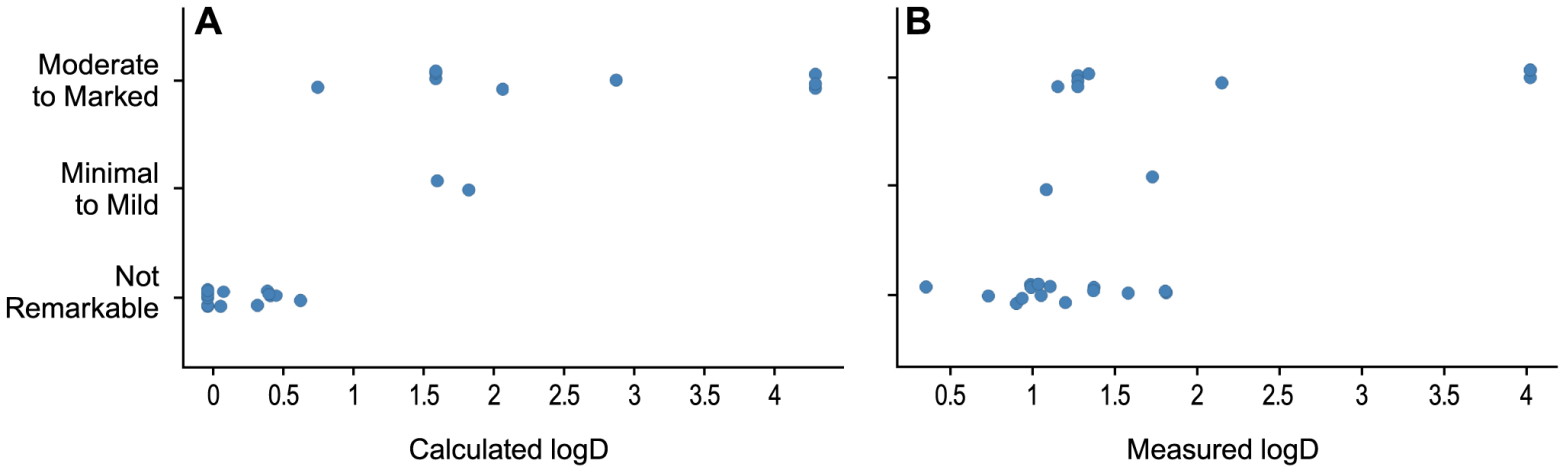
Histopathology versus lipophilicity. Calculated logD (clogD, A) or measured logD (mlogD, B) versus observed skin adverse effects. Data is jittered on the y-axis to improve visualization.

We also plotted mlogD versus observed histopathology and found considerable overlap between the compounds showing and lacking adverse skin effects (Figure 3). While the mlogD and clogD are correlated, there is a poorer correlation of the most polar compounds and the mlogD does not correctly predict histopathological findings.

To better understand why measured logD more poorly differentiated compounds than calculated logD we plotted the frequency of logD measurements for about 4,000 DGAT1 compounds by method (Figure 4). While the two logD methods were correlated (R^2^ 0.76), we found that the dynamic range of measured logD was significantly less than the calculated range with values ranging from 0 to 5.5, while calculated logD measurements ranged from −3 to 9. The shoulder at mlogD five represents the more lipophilic series B compounds and is less pronounced, but visible, in the clogD distribution. The narrower range of HPLC measured logD measurements does not significantly distinguish compounds, while the ACD calculated logD values allow for more differentiation.

**Figure 4:**
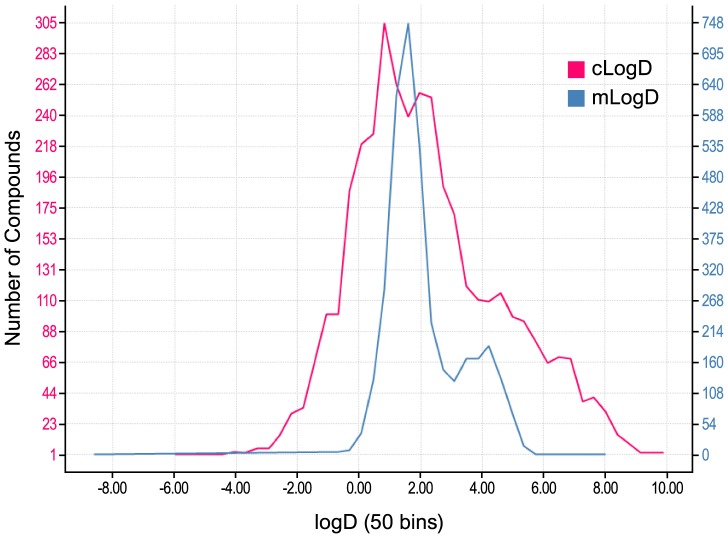
Distribution of logD values by method. The frequency of logD values of DGAT1 compounds for mlogD (blue) and clogD (red).

### RNA profiling of skin biopsies

To identify biomarkers underlying the skin pathophysiology associated with DGAT1 inhibition we initiated global gene expression profiling. 

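The expression data cover skin from 48 mice of 3 of the compound studies, with 1 array per mouse. Study 1 compared Cpd1 and Cpd2 with vehicle in groups of 8 mice, Study 2 compared Cpd2 and Cpd6 with vehicle in groups of 4 mice, and Study 4 compared Cpd6 and Cpd18 with vehicle in groups of 4 mice. Cpd2 and Cpd6 are skin-positive in Table 1 and Cpd1 and Cpd18 are skin-negative. The methods give 30 mg/kg for 14 days where no other dose is indicated, and this was taken as the dose of Cpd2, Cpd6 and Cpd18. Table 1 lists a higher plasma concentration for Cpd6 than for Cpd18 in Study 4, so the same dose was not the same exposure. For Cpd1 the text gives 3 mg/kg beside the histology of Figure 2 and 30 mg/kg beside Table 1, and the paper's text names no dose for its arrays, so Cpd1 is set beside Cpd2 without a matched dose. The sample labels name dorsal skin for every array, while the methods name dorsal and/or ventral skin. The authors made the values from the scanned arrays with the RMA algorithm, and the table gives them as linear intensities with array medians from 26.4 to 30.8. Their base 2 logarithms were compared for the 28789 of 38385 probesets whose mean over the 48 arrays reached the 25th percentile. Each study was fitted on its own with limma, and a probeset was called changed at a Benjamini-Hochberg adjusted p under 0.05. The methods name one-way ANOVA for probesets, without an adjustment, and a t-test only for the composite score. A t-test was used here on probesets too. It is called the methods' t-test below, and its adjustment was added here. The number of arrays in a group limits the precision of each value. Gene lists for the lipid pathways, the immune genes and the cell types of skin were fixed before the data were examined and were tested with camera at a preset correlation between genes.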

Diet induced obese (DIO) mice were treated with several structurally diverse DGAT1 inhibitors for 14 days and total RNA from skin biopsies were profiled on Affymetrix custom microarrays. Forty two probesets were identified using a Training Set consisting of two skin-positive compound treatments (compounds inducing sebaceous gland atrophy) and one skin-negative compound treatment (compound *not* inducing sebaceous gland atrophy; Figure 5 and Table 2). 

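The skin-positive compounds lowered Serpinb6d, a protease inhibitor of the serpin family, Cyp2b23, a cytochrome P450, and Apof, an apolipoprotein, in both studies of the Training Set. The log2 fold change of Serpinb6d was −5.39 (SE 0.34) with Cpd2 in Study 1 (n = 8 mice per group), −4.06 (SE 0.36) with Cpd2 in Study 2 and −4.93 (SE 0.36) with Cpd6 in Study 2 (n = 4 mice per group). That of Cyp2b23 was −3.77 (SE 0.35), −3.82 (SE 0.19) and −4.10 (SE 0.19) in the same order, and that of Apof was −3.27 (SE 0.25), −2.37 (SE 0.24) and −2.79 (SE 0.24). Every treated mouse was below every vehicle mouse of its study for each of the 3 genes, and the largest of their 9 adjusted p-values was 0.00035 (limma). With the skin-negative Cpd1, Akr1c21, an aldo-keto reductase, was higher than with vehicle by a log2 fold change of 2.99 (SE 0.34, adjusted p = 8.55e-05) and Hamp2, a gene of the hepcidin family, by 2.93 (SE 0.49, adjusted p = 0.00506). The body position genes Hoxa9 and Hoxa10 were higher in the same mice, by 1.27 (SE 0.20) and 1.60 (SE 0.31), and so differ between these groups as well. With Cpd2 in Study 1, Akr1c21 had −1.17 (SE 0.34, adjusted p = 0.0212), a call lost without vehicle replicate 2 (−0.98) or without the 3 Cpd2 mice low in muscle markers (−1.06), and in Study 2 it had −3.97 (SE 0.27) with Cpd2 and −3.49 (SE 0.27) with Cpd6.
Over all 28789 probesets, Cpd2 changed 3769 in Study 1, 2041 of them higher and 1728 lower than with vehicle. In Study 2, Cpd2 changed 37, with 12 higher and 25 lower, and Cpd6 changed 109, with 26 higher and 83 lower. Of the 83 lowered by Cpd6, 67 were also lowered by Cpd2 in Study 1, where 4.98 would be shared by chance, and of the 26 raised, 22 were also raised, where 1.84 would be. Cpd1 changed 94, with 71 higher and 23 lower. Cpd2 and Cpd1 differed at 4964 probesets, with their doses not matched and the mean log2 intensity of Hoxa9, Hoxa10 and Hoxc10 at 5.00 with Cpd2 and 7.25 with Cpd1. At 30 mg/kg in Study 2, limma called 0 probesets different between Cpd2 and Cpd6, with 2370 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. The threshold of Table 2, applied to limma's p, was passed by 96 probesets, 44 higher and 52 lower, and these include 34 of the 39 Table 2 probesets that could be matched to the array table. Of those 39, 19 were changed by all 3 skin-positive treatments of the Training Set at an adjusted p under 0.05, which is not independent evidence because the study chose them on these mice.
Skeletal muscle markers were lower with Cpd2 in Study 1, with all 21 measured genes called lower, also when adjusted over the list alone, and a median log2 fold change of −2.54 (camera adjusted p = 1.70e-13, adjusted p = 0.199 with an estimated correlation). Without the 3 Cpd2 mice lowest in these markers, Cpd2 changed 1339 probesets, 1325 of them among the 3769, and differed from Cpd1 at 1742. The muscle list then still had a median of −0.93 (camera adjusted p = 1.03e-08 at the preset correlation). Of its 21 genes limma called 0, with 16 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. Leaving these mice out therefore did not remove the muscle difference. Leaving out 1 mouse at a time gave 14 (without Cpd2 replicate 2) to 257 (without vehicle replicate 1) changed probesets for Cpd2 in Study 2, 39 (without vehicle replicate 3) to 598 (without vehicle replicate 1) for Cpd6, and 42 (without Cpd1 replicate 4) to 202 (without vehicle replicate 8) for Cpd1.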

A composite score using these 42 probesets and an independent Test Set (treatments not used to identify the biomarkers) was able to differentiate between the skin-positive and the skin-negative compound treatments with p<0.0001 (Figure 6). 

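The composite score separated the skin-positive compound from the skin-negative one in every mouse of the Test Set. The methods subtract the average of the down-regulated probesets from that of the up-regulated ones and name no scale, and linear intensities were used here, over the 12 up-regulated and 27 down-regulated Table 2 probesets that could be matched. In Study 4 it was 262 ± 92.4 (SD, n = 4) with Cpd6, −360 ± 85.4 (SD, n = 4) with Cpd18 and −384 ± 55.1 (SD, n = 4) with vehicle. Cpd6 and Cpd18, both of series D and both dosed at 30 mg/kg, differed by 621.7 (95% confidence interval 468 to 776), with a 2-sided exact permutation p of 0.0286, the smallest that 4 mice against 4 allow. Cpd6 differed from vehicle by 645 (interval 514 to 777, exact permutation p = 0.0286). Cpd18 differed from vehicle by 23.7, with an interval from −101 to 148 and an exact permutation p of 0.629. In the Training Set, where the probesets had been chosen and the score is therefore not an independent test, it was 621 ± 154 (SD, n = 8) with Cpd2, −490 ± 27.4 with Cpd1 and −524 ± 154 with vehicle in Study 1. In Study 2 it was 758 with Cpd2, 832 with Cpd6 and −162 with vehicle, means of 4 mice. From the separation of treatments that had not been used to choose the probesets, the paper concludes that the set is predictive for sebaceous gland atrophy. Cpd6, the skin-positive compound of Study 4, was also in the Training Set, in other mice. Study 4 therefore cannot show whether the score predicts atrophy for a skin-positive compound outside the Training Set.

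**Figure D1:**
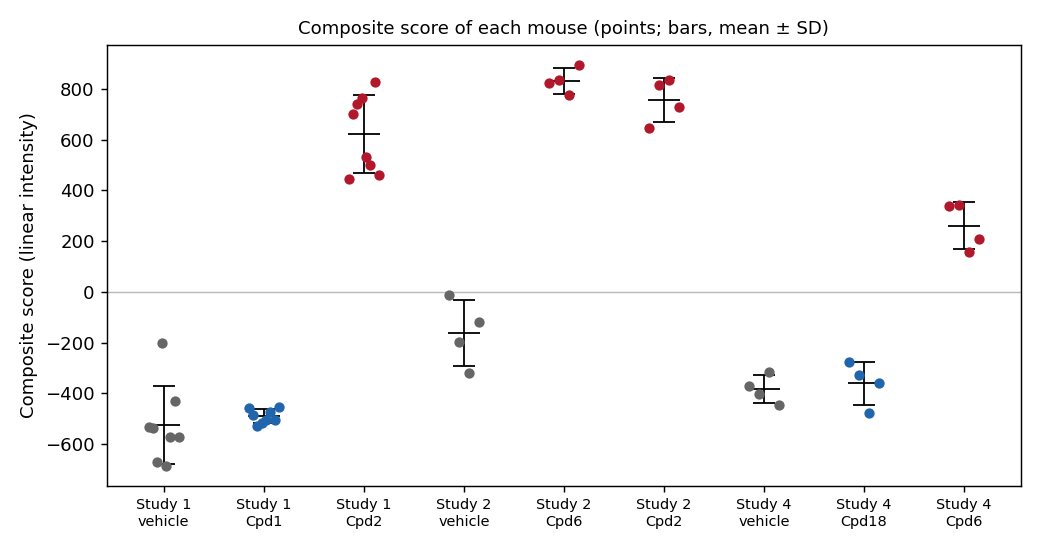
Composite score of each mouse (vertical axis, linear intensity) by study and treatment (horizontal axis), with 1 point per mouse and bars for the mean and SD. In Study 4 the mice given Cpd6 lie above those given vehicle or Cpd18.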

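Chemokine and cytokine genes called higher with Cpd2 in Study 1 include Ccl22, which attracts T cells through the receptor Ccr4, with a log2 fold change of 1.81 (SE 0.26, adjusted p = 2.92e-05, n = 8 mice per group, limma), and Ccl2, which attracts monocytes, with 1.36 (SE 0.14, adjusted p = 4.14e-07). Il23a, a subunit of interleukin 23, rose by 1.40 (SE 0.23), and the T cell costimulatory receptor Tnfrsf9 by 1.38 (SE 0.20). With Cpd2 in Study 2, Ccl22 had 0.98 (adjusted p = 0.146) and Ccl2 had 0.70 (adjusted p = 0.248). The Cpd2 effect in Study 1 exceeded that in Study 2 by 1.17 for Il23a (SE 0.43, adjusted p = 0.157). For Tnfrsf9 it did so by 0.30 (SE 0.32, adjusted p = 0.717). Defb1, an antimicrobial peptide, rose by 0.73 (SE 0.09) in Study 1, and in Study 2 by 0.80 (SE 0.13) with Cpd2 and 0.76 (SE 0.13) with Cpd6. Both probesets of Cxcl16 rose in Study 1, by 1.10 (SE 0.14) and 1.00 (SE 0.15). In Study 1 the lowest Defb1 value of a vehicle mouse, a log2 intensity of 10.34 in replicate 1, stood apart from the other 7. In Study 2 the call of Defb1 was lost for Cpd2 without Cpd2 replicate 2 or 3 or vehicle replicate 2, 3 or 4 (0.71 to 0.80), and for Cpd6 without Cpd6 replicate 2 or 4 or vehicle replicate 2 or 3 (0.67 to 0.72).
Of 26 measured chemokine genes, 2 of them in Table 2, 12 were higher with Cpd2 in Study 1, none was lower and 14 were not called (13 higher and 1 lower when adjusted over the list alone, median log2 fold change 0.47, camera adjusted p = 2.43e-06, adjusted p = 0.156 with an estimated correlation). Of 30 genes of cytokines and their receptors, 14 were higher and 16 not called (15 higher when adjusted over the list alone, camera adjusted p = 9.10e-09, adjusted p = 0.0815 with an estimated correlation). Among 18 T cell markers 9 were higher and 9 not called (9 higher when adjusted over the list alone, camera adjusted p = 8.81e-06, adjusted p = 0.156 with an estimated correlation). Dendritic and Langerhans cell markers had a mean log2 intensity of 8.12 (SD 0.21, n = 8) with Cpd2 and 7.74 (SD 0.27) with vehicle. Without the 3 Cpd2 mice lowest in muscle markers, 2 of these 15 genes were higher and 0 lower (median 0.21, camera adjusted p = 0.00247 at the preset correlation). Differentiated keratinocyte markers had 10.21 (SD 0.13) with Cpd2 and 9.64 (SD 0.26) with vehicle. The skeletal muscle markers of the same Cpd2 mice were lower, and without the 3 mice lowest in them 5 chemokine, 13 cytokine and 5 T cell genes were higher and 0 were lower. The medians of these lists were then 0.34, 0.27 and 0.41. Their camera adjusted p-values at the preset correlation were 1.16e-05, 1.37e-08 and 5.21e-05. The muscle list still had a median of −0.93 without the 3 mice, so this comparison is not free of the muscle difference. Ccl17, at 1.20 (SE 0.33) in all 8 mice, had 0.75 without the 3 mice, with an adjusted p of 0.265.
In Study 2, 2 of the 26 chemokines were higher with Cpd2 (4 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.38) and 3 with Cpd6 (5 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.485). The 2 with Cpd2 were Ccl1 and Cxcl16, the Table 2 genes of the list, which the study chose on these mice. With Cpd6, Ccl2 was called besides them, at 0.92 (adjusted p = 0.0357). The Cpd6 list had a median of −0.04, a mean of 0.08 and a test direction upward. Of the 30 cytokine genes, 1 was higher with Cpd2 and 2 with Cpd6 in Study 2 (3 and 4 higher when adjusted over the list alone, camera adjusted p = 0.0118 and 3.99e-05, adjusted p = 0.712 and 0.372 with an estimated correlation), and with Cpd6 in Study 4 none was higher and 6 were lower (6 lower when adjusted over the list alone, camera adjusted p = 0.0214 downward, adjusted p = 0.304 with an estimated correlation). Of the 18 T cell markers limma called 0 with either compound in Study 2, with 4 and 3 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment (0 and 1 higher when adjusted over the list alone, camera adjusted p = 0.000387 and 0.00205 upward, adjusted p = 0.567 and 0.47 with an estimated correlation), and with Cpd6 in Study 4 1 was higher and 1 lower (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.377, adjusted p = 0.583 with an estimated correlation). With Cpd18 limma called 0 of the 30 cytokine genes and 0 of the 18 T cell markers, with 4 of each at an unadjusted p under 0.05, 0 by the methods' t-test after adjustment and 0 when adjusted over the list alone (both medians −0.16, camera adjusted p = 0.00198 and 0.0135 downward, adjusted p = 0.154 and 0.294 with an estimated correlation). In Study 4, Cpd6 left 1 chemokine higher and 9 lower (4 higher and 11 lower when adjusted over the list alone, camera adjusted p = 0.0339 downward, adjusted p = 0.387 with an estimated correlation). The median of the list was −0.26 with the skin-negative Cpd18 and −0.28 with Cpd6. For Cpd18 limma called 0 of the 26, with 10 at an unadjusted p under 0.05, 0 by the methods' t-test after adjustment and 7 lower when adjusted over the list alone (camera adjusted p = 3.25e-05 downward, adjusted p = 0.154 with an estimated correlation). The 1 higher with Cpd6 was Ccl1, where Cxcl16 was counted by the 1 of its probesets that was not called (0.31, adjusted p = 0.0517). The lower ones included the monocyte attractants Ccl12, at −1.70 (SE 0.25, adjusted p = 0.00181), and Ccl8, at −1.65 (SE 0.25, adjusted p = 0.00181). Macrophage and monocyte markers were lower in the same mice, with a mean log2 intensity of 7.10 with Cpd6 and 7.20 with Cpd18 against 7.87 with vehicle. Defb1 had 0.35 in Study 4 (SE 0.12, adjusted p = 0.0655) and the Cxcl16 probesets 0.31 (adjusted p = 0.0517) and 0.55 (adjusted p = 0.0252), the latter not called without Cpd6 replicate 1, 2 or 4 or vehicle replicate 1, 3 or 4 (0.47 to 0.54). Cpd6 and Cpd18, at the same dose, differed at 2 chemokines, Ccl1 and Ccl22, which was higher with Cpd6 by 0.87 (SE 0.17, adjusted p = 0.0312).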

Up-regulated genes in this set include proteins involved in the immune response such as Ccl1 (Chemokine (C-C motif) ligand 1), Defb1 (Defensin beta 1) and Cxcl16 (Chemokine (C-X-C motif) ligand 16) (Figure 7A and Table 2). 

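Lipid genes called lower with Cpd2 in Study 1 include Elovl3, an elongase of very long chain fatty acids, with a log2 fold change of −1.18 (SE 0.15, adjusted p = 5.47e-06, n = 8 mice per group, limma), and Awat1, a wax synthase of the sebaceous gland, with −1.03 (SE 0.19, adjusted p = 0.000648). The Cpd2 effect in Study 1 minus that in Study 2 was −0.92 for Elovl3 (SE 0.25, adjusted p = 0.0563). For Awat1 it was −0.46 (SE 0.30, adjusted p = 0.477). Acox2, a peroxisomal oxidase of branched chain fatty acids and bile acid intermediates, fell by 1.78 (SE 0.24) with Cpd2 in Study 1, by 1.39 (SE 0.22) with Cpd2 in Study 2, by 1.78 (SE 0.22) with Cpd6 in Study 2 and by 1.61 (SE 0.17) with Cpd6 in Study 4. Elovl5, an elongase of polyunsaturated fatty acids, fell in the same 4 comparisons by 0.79 (SE 0.09), 0.44 (SE 0.08), 0.68 (SE 0.08) and 0.59 (SE 0.06), and the Elovl5 value of vehicle replicate 4 in Study 1, a log2 intensity of 12.4, stood below the other 7. With Cpd2 in Study 2, the call of Acox2 was lost without Cpd2 replicate 1, 2 or 3 (−1.36 to −1.40), and that of Elovl5 without any of the 4 Cpd2 mice or vehicle replicate 2 or 3 (−0.39 to −0.44). Dgat1, the target of the compounds, was called lower with Cpd2 in Study 1 alone, at −0.60 (SE 0.15, adjusted p = 0.00636), and had −0.23 (SE 0.08, adjusted p = 0.0818) with Cpd6 in Study 4. Dgat2, which makes triglyceride from the same substrates, had −0.09 (95% interval −0.42 to 0.25) and 0.26 (0.03 to 0.50, adjusted p = 0.138).
Of 30 genes of fatty acid synthesis, elongation and desaturation, 2 of them in Table 2, 19 were lower with Cpd2 in Study 1, none was higher and 11 were not called (23 lower and 2 higher when adjusted over the list alone, camera adjusted p = 1.16e-13, adjusted p = 0.0563 with an estimated correlation). Of 22 sebaceous gland markers, 2 of them in Table 2, 9 were lower, 1 higher and 12 not called (12 lower and 3 higher when adjusted over the list alone, camera adjusted p = 1.14e-06, adjusted p = 0.156 with an estimated correlation). Of 20 cholesterol synthesis genes 11 were lower, 1 higher and 8 not called (13 lower and 1 higher when adjusted over the list alone), and of 21 peroxisomal genes, 2 of them in Table 2, 9 were lower and 12 not called (12 lower when adjusted over the list alone). Their camera adjusted p-values were 1.39e-07 and 1.57e-09, and both had an adjusted p of 0.12 with an estimated correlation. Of 27 genes of triglyceride synthesis and lipid droplets, 6 were lower and 21 not called (7 lower and 2 higher when adjusted over the list alone, camera adjusted p = 0.00691, adjusted p = 0.518 with an estimated correlation). The lowered ones include Fitm1 (−1.40, SE 0.36) and Plin5 (−1.22, SE 0.29), lipid droplet proteins of muscle. Skeletal muscle markers were lower in these Cpd2 mice, and without the 3 mice lowest in them 8 fatty acid, 6 sebaceous, 7 cholesterol, 6 peroxisomal and 1 triglyceride genes were called lower. The medians of these lists were then −0.33, −0.27, −0.20, −0.19 and −0.05 in the same order. Their camera adjusted p-values at the preset correlation were 3.71e-13, 1.16e-05, 8.69e-07, 4.33e-08 and 0.130. The muscle list still had a median of −0.93 without these mice. Without these mice Dgat1 had −0.44 (adjusted p = 0.117), Fitm1 −0.71 and Plin5 −0.82, none of the 3 genes called.
With Cpd6 in Study 4, 10 of the 30 fatty acid genes were lower and 1 higher (14 lower and 4 higher when adjusted over the list alone, camera adjusted p = 0.0122, 0.0795 without the 2 Table 2 genes and 0.387 with an estimated correlation), and the higher one, Scd4, is a stearoyl-CoA desaturase with 2.08 (SE 0.26). There 10 sebaceous gland markers were lower and 1 higher, 8 cholesterol genes lower and 7 peroxisomal genes lower, with camera adjusted p-values of 0.00075, 0.00159 and 0.000335, and 12, 10 and 9 lower when adjusted over the list alone. With an estimated correlation the adjusted p of these 3 lists was 0.304, 0.387 and 0.304. Hair follicle and hair shaft genes had a mean log2 intensity of 4.89 in these Cpd6 mice and 8.37 with vehicle, where single mice ran from 4.43 to 10.1. Of the triglyceride list, Cpd6 in Study 4 left 1 gene higher and 1 lower, also when adjusted over the list alone (median 0.16, camera adjusted p = 0.0917 upward, adjusted p = 0.574 with an estimated correlation). In Study 2 the fatty acid list had 2 genes lower with each compound (4 lower and 1 higher with Cpd2 and 10 lower and 1 higher with Cpd6 when adjusted over the list alone). Elovl5 and Scd3, both of Table 2 and chosen on these mice, were called lower with each compound. Without its Table 2 genes the sebaceous list had a camera adjusted p of 0.421 with Cpd2 in Study 2. Mean log2 intensities there with Cpd2, Cpd6 and vehicle were 9.00, 8.83 and 9.18 for the whole sebaceous list. They were 10.3, 10.2 and 10.4 for the cholesterol, 8.99, 8.87 and 9.11 for the peroxisomal and 8.60, 8.54 and 8.48 for the triglyceride list. With Cpd18 limma called 0 of the 30 fatty acid genes, with 3 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. Compared with Cpd18 at the same dose, Cpd6 lowered 6 fatty acid genes and raised 1 (12 lower and 1 higher when adjusted over the list alone, camera adjusted p = 4.74e-05, adjusted p = 0.246 with an estimated correlation), with Acox3, another peroxisomal oxidase, at −0.95 (SE 0.09).

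**Figure D2:**
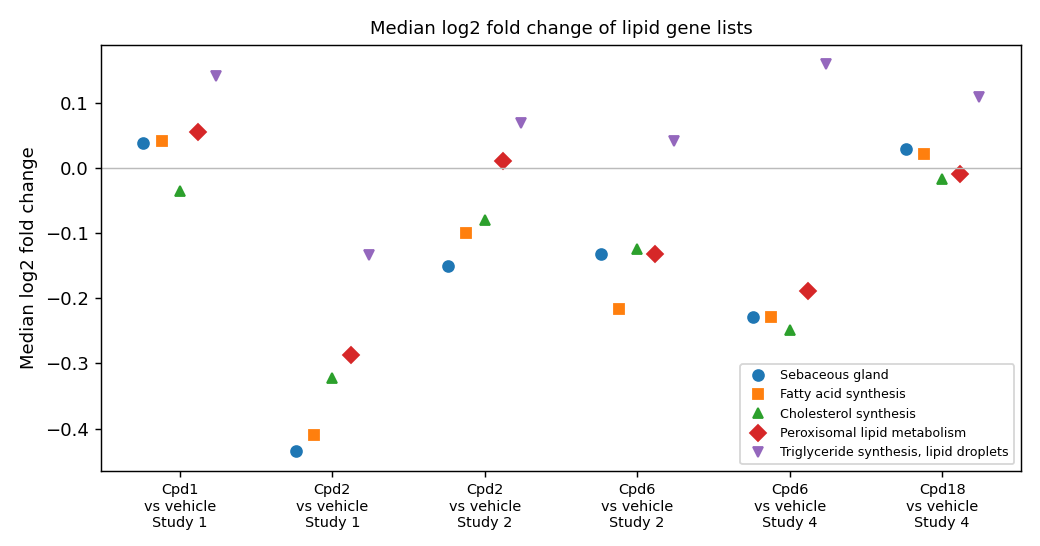
Median log2 fold change of the measured genes of each lipid list (vertical axis) in each comparison with vehicle (horizontal axis). The fatty acid list lies at −0.41 with Cpd2 in Study 1, and at 0.04 with Cpd1 and 0.02 with Cpd18.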

Down-regulated genes include proteins involved in lipid, fatty acid, and steroid metabolism such as Scd3 (Stearoyl-coenzyme A desaturase 3), Acox2 (Acyl-Coenzyme A oxidase 2, branched chain), and Elovl5 (ELOVL family member 5) (Figure 7B and Table 2) consistent with the DGAT1 pathway. Twenty six of these 42 probesets were significantly regulated by the skin-positive compound in the Test Set and not by the skin-negative compound treatment (Table 2).

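Cyp2b23 and Apof fell with Cpd6 in the Test Set as they had in the Training Set, and neither was called with Cpd18. Cyp2b23 had a log2 fold change of −3.41 (SE 0.29, adjusted p = 1.11e-05, n = 4 mice per group, limma) with Cpd6, and Apof had −3.03 (SE 0.27, adjusted p = 1.85e-05). Between Cpd6 and Cpd18, both at 30 mg/kg, the difference was −3.38 (SE 0.29) for Cyp2b23, −2.75 (SE 0.27) for Apof and −3.70 (SE 0.26) for Akr1c21. The single gene changed by Cpd18 was Retnla, a secreted protein of alternatively activated macrophages, at −0.85 (SE 0.11, adjusted p = 0.0329), and Cpd6 lowered it by 1.30 (SE 0.11). The call with Cpd18 was lost without Cpd18 replicate 3 or Cpd18 replicate 4, with log2 fold changes of −0.85 and −0.84.
Of the 39 matched Table 2 probesets, 26 passed the threshold for the Test Set, 3 higher and 23 lower, and 22 of the 26 are among the 23 matched ones in bold. At an adjusted p under 0.05, Cpd6 changed 28 of the 39, with 5 higher and 23 lower, and 36 had the sign of the Training Set. For Cpd18 limma called 0 of the 39, with 2 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. Cpd6 and Cpd18 differed at 23 of the 39. Over all probesets Cpd6 changed 3090, with 1314 higher and 1776 lower, Cpd18 changed 1, and the 2 compounds differed at 141, with 14 higher and 127 lower with Cpd6. Of the 83 probesets lowered by Cpd6 in Study 2, 70 were lowered by it in Study 4, where 5.12 would be shared by chance, while of the 26 raised 6 were, where 1.19 would be. limma called 0 probesets whose Cpd6 effect differed between these studies, with 2223 at an unadjusted p under 0.05.
Of 21 genes of the growing hair follicle and hair shaft, 4 were called lower with Cpd6 and 17 not called, with a median log2 fold change of −4.29 (20 lower when adjusted over the list alone, camera adjusted p = 1.17e-06, adjusted p = 0.42 with an estimated correlation). Their mean had an exact permutation p of 0.114 between Cpd6 and vehicle and spanned 5.64 log2 units within the vehicle mice. Among 7 melanocyte markers, 5 were lower and 2 not called (6 lower when adjusted over the list alone, median −1.21, camera adjusted p = 0.00209, adjusted p = 0.387 with an estimated correlation). Leaving out 1 mouse gave 1305 (without Cpd6 replicate 4), 1336 (without vehicle replicate 4), 1662 (without Cpd6 replicate 1), 1707 (without Cpd6 replicate 3) or 1855 (without vehicle replicate 1) changed probesets for Cpd6, 239 between Cpd6 and Cpd18 (without Cpd18 replicate 1), and from 0 to 16 (without Cpd18 replicate 2) for Cpd18. With array medians set equal, Cpd6 left 1654 higher and 1492 lower.

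**Figure D3:**
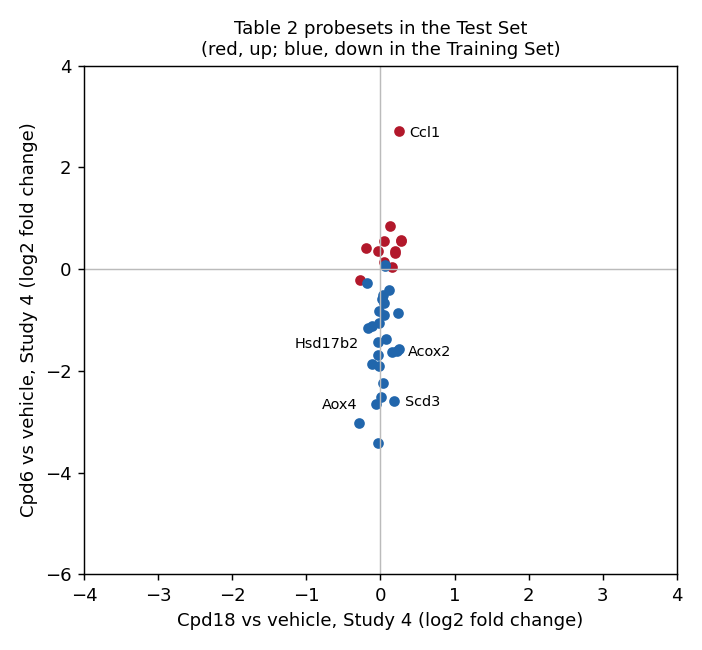
Log2 fold change of the 39 matched Table 2 probesets with Cpd6 (vertical axis) and with Cpd18 (horizontal axis) against vehicle in Study 4, 1 point per probeset, coloured by its direction in the Training Set. The points spread along the Cpd6 axis, from 2.71 for Ccl1 to −3.41 for Cyp2b23.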

**Figure 5:**
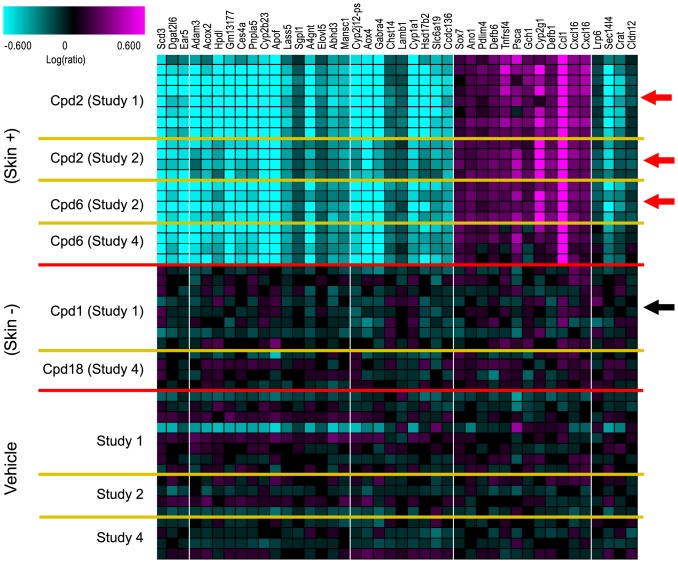
RNA biomarkers for sebaceous gland atrophy in skin. Shown are the 42 probesets, identified in the Training Set (Studies 1 and 2), that were regulated by skin-positive compound treatments (those that produced sebaceous gland atrophy) but not by the skin-negative compound treatments (the one that did *not* produce sebaceous gland atrophy). After excluding the absent probes (low intensity), these 42 probesets met the following cutoffs: 1.2 fold change and ANOVA p<0.01 between all 3 skin-positive compound treatments (red arrows) and their respective vehicle treatments, and ANOVA p>0.1 between the skin negative compound treatment (black arrow) and its respective vehicle treatment. The probesets for RIKEN genes were excluded. Plotted are the LogRatio values (+/− 4 fold fold scale) with magenta representing up-regulated probesets and cyan representing down-regulated probesets. Treatments from the independent Test Set (Study 4) are included for comparison but were not used to identify the 42 probesets.

**Figure 6:**
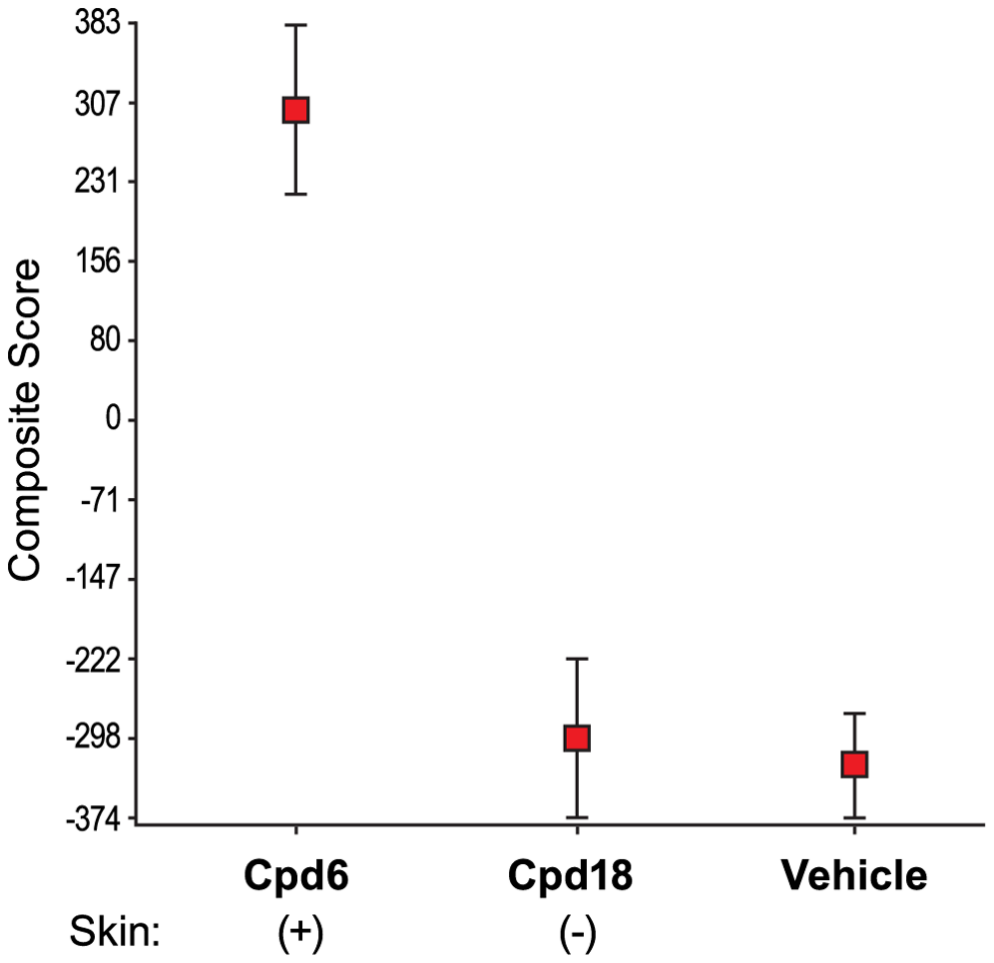
Validation of the 42 probeset-composite score in an independent Test Set. The 42 probesets from the Training Set, shown in Figure 5, were used to generate a composite score across the treatments from the independent Test Set (Study 4). The p value between Cpd6 treatment (skin-positive) and Cpd18 treatment (skin-negative), in Study 4, is less than 0.0001. Expression data from this set of RNA biomarkers is predictive for sebaceous gland atrophy in mice following DGAT inhibitor treatment.

**Figure 7:**
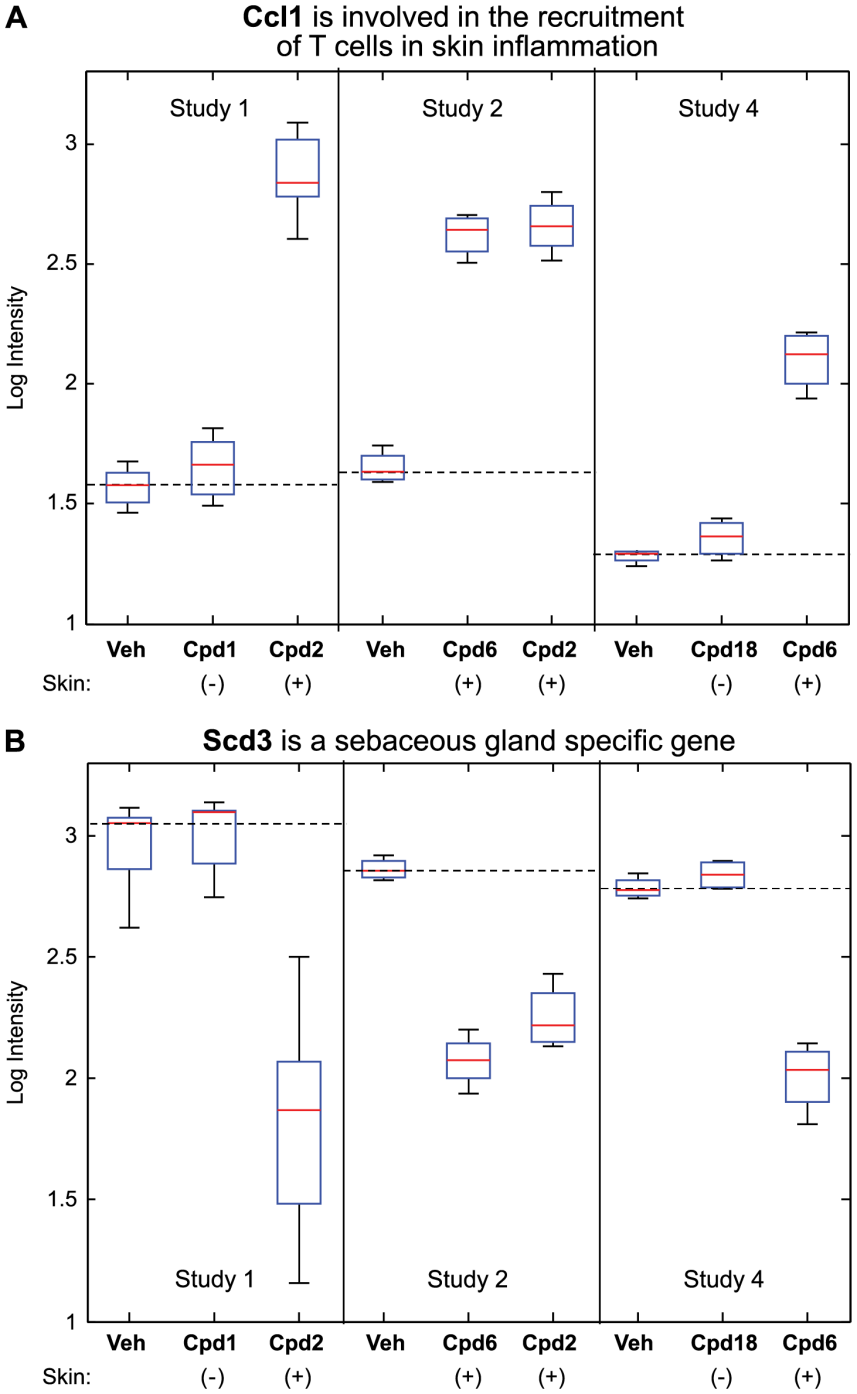
Immune-regulated genes are up-regulated, while lipid metabolism genes are down-regulated, with sebaceous gland atrophy. Box plots of probesets regulated by the skin-positive DGAT1 inhibitors (those that produce sebaceous gland atrophy) but not by the skin-negative compounds (those that do *not* produce sebaceous gland atrophy). Plotted are the LogIntensity values across the replicates in each group, and across the three studies. Ccl1 (A; chemokine (C-C motif) ligand 1) is involved in the recruitment of T cells in skin inflammation; and Scd3 (B; stearoyl-coenzyme A desaturase 3) is a sebaceous gland specific gene.

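Ccl1 intensity in Study 1 was 789 ± 298 (SD, n = 8) with Cpd2, 37.8 ± 6.60 with vehicle and 46.6 ± 12.9 with Cpd1. In Study 2 it was 467 ± 126 (SD, n = 4) with Cpd2, 424 ± 82.5 with Cpd6 and 45.2 ± 7.28 with vehicle. In Study 4 it was 130 ± 35.7 (SD, n = 4) with Cpd6, 19.2 ± 1.25 with vehicle and 23.0 ± 4.12 with Cpd18. Scd3 intensity, from the probeset whose fold changes match Table 2, went the other way. In Study 1 it was 98.5 ± 98.3 (SD, n = 8) with Cpd2, 974 ± 313 with vehicle and 1062 ± 315 with Cpd1, in Study 2 184 ± 60.6 (SD, n = 4) with Cpd2, 121 ± 29.5 with Cpd6 and 730 ± 79.4 with vehicle, and in Study 4 105 ± 31.3 (SD, n = 4) with Cpd6, 611 ± 65.0 with vehicle and 697 ± 97.1 with Cpd18. In each study every mouse given a skin-positive compound was above every vehicle mouse for Ccl1 and below every vehicle mouse for this Scd3 probeset. A second Scd3 probeset had a log2 fold change of −3.68 with Cpd2 in Study 1. It was not among the 10 largest decreases with all mice apart there, which included Apof at −3.27. The Ccl1 level with Cpd6 was lower in Study 4 than in Study 2, as was that with vehicle, and the difference of its log2 fold change between these studies was 0.51 (SE 0.36, adjusted p = 0.835, limma).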

**Table 2:** RNA biomarkers for sebaceous gland atrophy in skin. Listed are the 41 unique genes from the 42 probesets identified in the Training Set as shown in Figure 4 (Cxcl16 had 2 probesets).

		Cpd2 vs Vehicle		Cpd2 vs Vehicle		Cpd6 vs Vehicle		Cpd6 vs Vehicle		Cpd1 vs Vehicle		Cpd18 vs Vehicle	
		Study 1-Training		Study 2-Training		Study 2-Training		Study 4-Test		Study 1-Training		Study 4-Test	
		Skin-Positive		Skin-Positive		Skin-Positive		Skin-Positive		Skin-Negative		Skin-Negative	
Gene Symbol	Entrez ID	Fold Change	p	Fold Change	p	Fold Change	p	Fold Change	p	Fold Change	p	Fold Change	p
**Ccl1**	20290	19.9	**	10.2	**	9.3	**	6.6	**	1.2		1.2	
Cyp2g1	13108	2.4	**	5.7	**	3.8	**	1.5		1.1		1.0	
Psca	72373	1.9	**	2.2	**	1.9	**	1.8	*	−1.0		1.1	
Cxcl16	66102	2.0	**	1.8	**	1.8	**	1.5	*	1.1		1.2	
Defb6	116746	1.5	**	1.6	**	1.6	**	1.3	*	1.1		−1.1	
Cxcl16	66102	2.1	**	1.7	**	1.6	**	1.2	*	1.1		1.2	*
Tnfrsf4	22163	2.1	**	1.6	**	1.5	**	1.0		1.1		1.1	
Defb1	13214	1.7	**	1.7	**	1.7	**	1.3	*	−1.1		−1.0	
Ano1	101772	1.5	**	1.4	**	1.6	**	1.3	**	1.1		1.1	**
Gch1	14528	1.6	**	1.3	**	1.4	**	−1.2		1.1		−1.2	
Sox7	20680	1.2	**	1.5	**	1.4	**	1.5	**	−1.1		1.2	*
Pdlim4	30794	1.3	**	1.5	**	1.3	**	1.1		1.0		1.0	
Cldn12	64945	−1.2	**	−1.3	**	−1.3	**	1.0		1.0		1.0	
Lrp6	16974	−1.2	**	−1.3	**	−1.4	**	1.1		1.0		1.0	
**Sgpl1**	20397	−1.4	**	−1.3	**	−1.4	**	−1.4	**	1.0		1.0	
Lamb1	16777	−1.5	**	−1.3	**	−1.5	**	−1.2		1.0		−1.1	
**Chst14**	72136	−1.6	**	−1.4	**	−1.8	**	−1.6	**	1.1		1.0	
**Elovl5**	68801	−1.7	**	−1.4	**	−1.6	**	−1.5	**	1.0		1.0	
Crat	12908	−2.2	**	−1.4	**	−1.9	**	−1.3	*	1.1		1.1	
**Mansc1**	67729	−2.2	**	−1.8	**	−1.8	**	−1.9	**	−1.0		1.0	
**Abhd3**	106861	−2.4	**	−1.7	**	−2.1	**	−2.1	**	−1.1		−1.0	
**Lass5**	71949	−2.4	**	−2.1	**	−2.2	**	−2.2	**	−1.1		−1.1	
**Ccdc136**	232664	−2.6	**	−2.3	**	−2.3	**	−2.1	**	−1.1		1.1	
Slc6a19	74338	−3.1	**	−1.9	**	−2.2	**	−2.1	*	−1.2		−1.1	
**Sec14l4**	103655	−3.3	**	−2.4	**	−3.0	**	−1.8	**	−1.0		1.2	
**Hpdl**	242642	−4.1	**	−2.0	**	−2.5	**	−2.6	**	1.1		1.0	
**Hsd17b2**	15486	−4.2	**	−1.7	**	−2.6	**	−2.7	**	−1.2		−1.0	
**Acox2**	93732	−3.4	**	−2.6	**	−3.4	**	−3.1	**	1.0		1.2	
**Dgat2l6**	668257	−3.3	**	−2.9	**	−3.3	**	−3.0	**	−1.0		1.0	
**Adam3**	11497	−5.0	**	−2.1	**	−3.6	**	−3.6	**	−1.1		−1.1	
**Cyp1a1**	13076	−5.4	**	−2.5	**	−4.0	**	−2.2	**	1.2		−1.1	
**A4gnt**	333424	−5.3	**	−2.0	**	−3.9	**	−3.4	**	−1.1		1.0	
**Cyp2j12-ps**	242546	−5.0	**	−2.1	**	−4.7	**	−3.0	**	−1.1		1.2	
**Ces4a**	234677	−5.2	**	−2.6	**	−4.2	**	−3.1	**	1.0		1.1	
**Pnpla5**	75772	−5.7	**	−2.5	**	−3.9	**	−3.2	**	1.0		−1.0	
**Ear5**	54159	−3.5	**	−3.4	**	−5.3	**	−5.7	**	−1.1		1.0	
**Gabra4**	14397	−6.4	**	−2.1	**	−5.6	**	−3.8	**	−1.2		−1.0	
**Gm13177**	435815	−6.2	**	−4.1	**	−7.6	**	−4.7	**	1.0		1.0	
**Aox4**	71872	−7.9	**	−4.1	**	−7.6	**	−6.3	**	−1.2		−1.0	
**Scd3**	30049	−14.1	**	−4.1	**	−6.2	**	−6.0	**	1.1		1.1	
**Apof**	103161	−9.6	**	−5.2	**	−6.9	**	−8.2	**	1.3		−1.2	
**Cyp2b23**	243881	−13.7	**	−14.2	**	−17.2	**	−10.7	**	1.1		−1.0	

Fold change and ANOVA p values for compound treatments compared to their respective vehicle treatments, for both the Training and Test Sets, are included. The 26 probesets that are also significantly regulated in the Test Set are shown in bold. **  = ANOVA p<0.01; *  = ANOVA p<0.05; $ = ANOVA p<0.1.

## Discussion

Potent DGAT1 inhibitors are currently being developed for the treatment of hyper-triglyceridemia and obesity [6]. The major adverse effect observed so far in the clinic relates to gastrointestinal effects (nausea, diarrhea, and vomiting), with no report of skin issues [10]. Nevertheless, to avoid potential skin AEs, especially after chronic treatment, effective therapeutics will selectively inhibit DGAT1 in the liver and gut with minimal activity on other tissues such as skin. We described compound lipophilicity as a predictor of skin exposure with subsequent induction of sebaceous gland atrophy. The distribution coefficient, D, is a pH dependent measure of the propensity of a molecule to differentially dissolve in two immiscible phases, taking into account all ionized and unionized forms (microspecies). It serves as a quantitative descriptor of lipophilicity.

Interestingly, many compounds which carry a carboxylic acid moiety are associated with a lack of skin AEs (Cpd1 is an example). It is likely that the carboxylic acid leads to decreased lipophilicity which prevents the compound from entering the skin. To address this hypothesis, we modified Cpd1 and replaced the carboxylic acid with a tertiary alcohol group (Cpd22). As predicted, this compound led to a moderate to marked skin histological score with high skin compound exposure levels. Intriguingly Cpd6 possesses a similar carboxylic acid group (not shown) but scored moderate to marked for skin AEs. The calculated clogD of Cpd6 is significantly higher (1.60) than other compounds that possess the carboxylic group, and which do not induce skin AEs, thus illustrating that molecular physical properties, and not functional features, are a better predictor of adverse skin effects. Consistent with association of reduced clogD, skin exposure/IC50 were significantly lower in compounds that did not lead to morphological skin changes.

The compound treatment-induced sebaceous gland atrophy could be detected histologically, after 14 days of treatment. This technique was labor and time intensive thus we performed a microarray study to identify potential markers that could report on this skin effect and that could be potentially developed into a robust higher throughput qPCR assay. Forty two probesets were identified that were regulated by the sebaceous gland atrophy-inducing DGAT1 inhibitors. Several genes involved in the immune response were up-regulated. In fact, Ccl1 was the most robustly up-regulated gene by the DGAT1 inhibitors that caused sebaceous gland atrophy and it has been reported to be increased in atopic skin inflammation [13]. This could be a common marker of skin inflammation.

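Ccl1 had the largest increase of all named genes called higher in each of the 4 comparisons of a skin-positive compound with vehicle. Its log2 fold change was 4.31 (SE 0.20, adjusted p = 1.23e-13, n = 8 mice per group, limma) with Cpd2 in Study 1, and in Study 2 it was 3.35 (SE 0.20) with Cpd2 and 3.22 (SE 0.20) with Cpd6, n = 4 mice per group. With Cpd6 in Study 4 it was 2.71 (SE 0.19, adjusted p = 1.99e-06). The skin-negative compounds had 0.27 (95% interval −0.14 to 0.68) with Cpd1 and 0.25 (−0.15 to 0.65) with Cpd18. Cpd6 exceeded Cpd18 by 2.46 (SE 0.19) at the same dose. Cpd2 and Cpd6, at 30 mg/kg in Study 2, differed by 0.12, with an interval from −0.30 to 0.54.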

In contrast, genes involved in lipid and steroid metabolism were down-regulated consistent with inhibition of the DGAT1 pathway. Of these, Scd3 and Aox4 (Aldehyde oxidase 4) were some of the most robust. They are expressed in mouse skin and in particular sebaceous glands [14], [15]. 

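Scd3, from the probeset matched to Table 2, had a log2 fold change of −3.82 (SE 0.43) with Cpd2 in Study 1 (n = 8 mice per group), −2.03 (SE 0.21) with Cpd2 and −2.62 (SE 0.21) with Cpd6 in Study 2 and −2.59 (SE 0.18) with Cpd6 in Study 4 (n = 4 mice per group). Aox4 fell by 2.97 (SE 0.28), 2.02 (SE 0.33), 2.92 (SE 0.33) and 2.64 (SE 0.21) in the same order. The call of Aox4 with Cpd2 in Study 2 was lost without Cpd2 replicate 1, 2 or 3 or vehicle replicate 3 (−1.77 to −2.07), and in Study 4 the vehicle mouse highest in Aox4, replicate 4 at a log2 intensity of 7.76, stood apart from the other 3. Neither gene was called with Cpd1 or Cpd18: Scd3 had 0.14 (95% interval −0.74 to 1.02) with Cpd1 and 0.18 (−0.20 to 0.57) with Cpd18, and Aox4 had −0.27 (−0.85 to 0.31) and −0.06 (−0.51 to 0.38). At the same dose, Cpd6 was below Cpd18 by −2.77 (SE 0.18) for Scd3 and −2.58 (SE 0.21) for Aox4. Between Cpd2 and Cpd6 in Study 2 the difference was 0.59 (interval 0.14 to 1.03, adjusted p = 0.447, limma) for Scd3 and 0.90 (0.21 to 1.60, adjusted p = 0.452) for Aox4.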

Scd3 is involved in the conversion of saturated fatty acids into monounsaturated fatty acids [14], while Aox4 is involved with local synthesis and bio-disposition of endogenous retinoids [15]. Hsd17b2 (Hydroxysteroid (17-beta) dehydrogenase 2) is expressed in human sebaceous glands and has been shown to be important in regulating the hormonal milieu by interconverting weak and potent androgens and estrogens in these glands [16]. 

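Hsd17b2 fell with Cpd2 in Study 1, from an intensity of 566 ± 110 (SD, n = 8) with vehicle to 141 ± 64.6, a log2 fold change of −2.08 (SE 0.19). With Cpd6 it was −1.40 (SE 0.22, adjusted p = 0.0107, limma) in Study 2 and −1.44 (SE 0.23, adjusted p = 0.00266) in Study 4, with 4 mice per group, and the call in Study 2 was lost without vehicle replicate 3 (−1.38). The lowest vehicle mouse of Study 1, replicate 1 at a log2 intensity of 8.46, stood apart from the other 7. With Cpd2 in Study 2 it was −0.76 (SE 0.22, adjusted p = 0.375), and every one of the 4 treated mice was below every vehicle mouse. The Cpd2 effect was larger in Study 1 than in Study 2 by −1.32 on the log2 scale (SE 0.32, adjusted p = 0.0403), but this call was lost without the 3 Cpd2 mice of Study 1 low in muscle markers (−1.08, SE 0.32, adjusted p = 0.161) and on leaving out any 1 of 13 of the 24 mice (−1.49 to −1.20 over the 24). Cpd1 had −0.21 (95% interval −0.59 to 0.17) and Cpd18 −0.04 (−0.52 to 0.45), and Cpd6 was below Cpd18 by −1.40 (SE 0.23, adjusted p = 0.00701).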

The down-regulation of these lipid and retinoid metabolizing genes is in line with atrophy of the sebaceous glands. Identification of molecular markers of these skin adverse effects could prove useful in the development of skin-sparing DGAT1 inhibitors.

One of the challenges associated with identification of DGAT1 small molecule inhibitors was to identify potent efficacious molecules devoid of skin issues which were predicted from the DGAT1^-/-^ mouse model. The identification of an association between compound lipophilicity and skin adverse effects was instrumental in advancing the drug discovery effort for the identification of DGAT1 small molecule inhibitors with minimal impact in the skin. Furthermore molecular markers in mouse skin were identified that could potentially serve as early readouts of adverse events in a clinical setting. It will be important however to determine if these findings from the murine system are also relevant in human skin as there are known differences in sebaceous gland biology/pathology across species. In that sense, markers already associated with sebaceous gland function or inflammation in humans (Hsd17b2 and Ccl1) might be the most promising candidates for clinical markers of sebaceous gland atrophy.

## Methods

### Ethics Statement

All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee of Merck & Co., Inc.

### Compounds

All compounds were provided by Merck Research Laboratories (Rahway, NJ). Cpd2 in this report is compound L in [3].

### In Vivo Treatments

Experiments were performed in male diet induced obese C57BL/6 mice (Taconic Farms, Germantown, NY) that were fed high-fat diet (D12492: 60% kcal from fat; Research Diets) in a 12 hr light/12 hr dark cycle. Animal protocols used in these studies were approved by the Merck Research Laboratories Institutional Animal Care and Use Committee (Rahway, NJ). Mice were acclimated to nonspecific stress for 7 days before the onset of the chronic dosing studies where they were dosed orally with vehicle (0.5% methylcellulose) or compounds at 30 mg/kg, or at doses indicated, for 14 days.

### Histology

Skin samples from DIO mice treated with DGAT1 inhibitors for 14 days were collected from the dorsal and/or ventral surface and immediately fixed in 10% buffered formalin for 24 hr at room temperature and embedded in paraffin. Paraffin specimens were sectioned at 5 µm and stained with hematoxylin and eosin, and were evaluated blindly with light microscopy. In general, the severity scores were determined using the following criteria: “not remarkable”  =  no abnormalities; “minimal”, “mild”, “moderate”, “marked”, and “severe”  =  less than 10%, 10–25%, 25–50%, 50–75%, and greater than 75% of sebaceous gland units with some evidence of atrophy, respectively. One slide/location with at least 50 sebaceous glands was used for scoring purposes. Digital images were captured using a 20× objective and the ScanScope XT slide scanner system (Aperio Technologies, Vista, CA) and managed using Spectrum (Aperio). The size of the sebaceous glands were measured using ImageScope of Aperio system by the method previously described [17].

### Plasma Compound Concentration

Concentrations of compounds in plasma were determined by LC-MS/MS following protein precipitation. To 100 µL of plasma sample, 20 µL of an acetonitrile solution of the internal standard (2,500 ng/ml), was added. This step was followed by protein precipitation with 300 µL of acetonitrile. Samples expected to contain analyte concentrations exceeding the upper limits of the calibration curves were diluted with control plasma. Sample mixtures were vortex-mixed for 15 minutes. After spinning in a centrifuge for 15 minutes at 1,000× g (at 10°C), the supernatants were transferred by a Tomtec Quadra 96 Model 320 (Hamden, CT) to Empore 96 filter plates (Fisher Scientific, Springfield, NJ), and the resulting filtrates collected. These filtrates were dried at 25°C under a stream of nitrogen gas, on a Zymark TurboVap 96 (Hopkinton, MA). The residues were reconstituted with 100 µL of a 8∶2, v/v, mixture of mobile phases A (20 mM aqueous ammonium acetate containing 0.01% formic acid), and B (80∶20, v/v, acetonitrile:methanol), vortex-mixed, spun in a centrifuge at 1,000× g (at 10°C), then analyzed by LC-MS/MS.

The LC-MS/MS system comprised of a Leap Technologies HTS-PAL autosampler (Carrboro, North Carolina), two Perkin Elmer Series 200 Micro Pumps (Norwalk, CT), an in-line pre-column filter, a Type W 6-port Valco switching valve (Vici, Houston, TX), and a Sciex API 365 mass spectrometer (Toronto, Canada). Chromatographic separation of the analytes was achieved by RP-HPLC.

Data were acquired and processed by Sciex Analyst version 1.1 software. Peak area ratios of analyte to internal standard were plotted as a function of the nominal concentrations of the analyte. A line of best fit was generated from the curve points by linear regression with a weighting factor of 1/x2. The equation of this line was then used to calculate the plasma ratios in samples.

### Skin Compound Concentration

The skin tissue samples from mice were weighted and placed in 48-well plates (or tubes). A volume of water equivalent to three times the skin weight was added to each tube and homogenized by a Tissue Terror (Biospec Products, Inc.; Model 985-370). An aliquot of 100 µL homogenized blank skin tissue samples were transferred to 96-well plates designated for standard curve and QCs. Standard curve and QCs were prepared by adding aliquots of 25 µL working standard solutions (1–8000 ng/mL), to generate a tissue calibration curve of 1–8000 ng/mL. An aliquot of 100 µL dosed skin tissue homogenates were transferred to the 96-well plate and a 25 µL aliquot of acetonitrile:water 1∶1 was added into each well containing dosed tissue samples to make the volumes of all samples, stds, and QCs equal. Protein precipitation was used for sample extraction by the addition of 500 µL of acetonitrile crash solution, containing IS. Internal standard used was Alprazolam (Sigma Aldrich) at 100 µM in the crash solution. Samples were vortexed for 30 seconds and then centrifuged at 4000 rpm for 5 min. The supernatant was transferred to a separate plate.

A Thermo Scientific-Cohesive LX-2 system consisting of a CTC Analytics autosampler, Flux Instruments AG pumps, and a valve module, controlled by Aria software was used. A Sciex API-4000 mass spectrometer (Toronto, Canada) was the detector using Analyst 1.4.2 software. The aqueous mobile phase (A) was water with 0.1% formic acid and the organic mobile phase (B) was acetonitrile with 0.1% formic acid. A gradient chromatographic profile was used. An initial condition of 95% A and 5% B was held for 15 seconds. Then over 90 seconds, the chromatic conditions were ramped to 5% A and 95% B. This was held for 25 seconds when the conditions were changed back to original 95% A and 5% B and held for 50 seconds. The flow rate was constant at 0.75 mL/min and a Waters Acquity UPLC HSS T3 1.8 µM, 2.1 mm×50 mm column (Waters, 186003538) was used. A turbo ionspray interface was used in positive ion mode for detection of analytes. Multiple reaction monitoring (MRM) was used to measure the analyte response. The peak area ratio of analyte to internal standard for nominal concentrations was used to make a linear regression line with a 1/x2 weighting factor. The line's equation was used to determine the concentration in the unknown samples.

### Unbound Fraction (Fu) Determination

Plasma protein binding was determined by equilibrium dialysis with an incubation period of 4 hr at 37°C. The dialysis membrane (10-12K MWCO, HTDialysis, LLC) was hydrated and the dialysis apparatus (HTDialysis, LLC) assembled according to the manufacturer's directions. A 150 µL aliquot of mouse plasma containing compound (5 µM) was added to one side of the dialysis membrane. A 150 µL aliquot of phosphate buffered saline (pH 7.4) was added to the opposite side. The plate was then sealed and placed in a shaking incubator set to maintain a temperature of 37°C and constant shaking rate of 60 rpm for 4 hr. At the end of the incubation period, 50 µL aliquots of plasma and buffer were removed and analyzed by LC-MS/MS. Percent unbound was determined as the amount of compound in buffer (post incubation) divided by amount of compound in plasma (post incubation) x100.

### Measured logD

LogD was measured by high-throughput (HT) HPLC at pH 7.0. The chromatographic system consisted of an Agilent 1200 HPLC system composed of a G1379B degasser, G1312B binary pump, G1367C well-plate autosampler, G1316B thermostatted column compartment, G1315C diode-array UV-vis detector, and ChemStation software, all from Agilent Technologies, USA. The separations were carried out on a Poroshell 120 EC-C18, 30 mm×3.0 mm I.D., 2.7 µm, (Agilent Technologies, USA). The mobile phase consisted of phosphate buffered saline at pH 7 (mobile phase A) and acetonitrile (mobile phase B). The column oven temperature was set to 30°C. The HPLC analysis began with an isocratic step of 0.2 minutes at 5% B at 1.5 ml/min, followed by a gradient from 5% to 98% B in 1.0 minute at 1.5 ml/min. A second isocratic step of 0.2 minutes at 98% B with a changing flow rate from 1.5 to 2.0 ml/min was then followed by a gradient from 98 to 5% B in 0.1 minutes with the flow rate changing from 2.0 to 1.5 ml/min. The equilibration time between injections is 0.2 minutes at 5% B. The injection volume is 5 µL and the spectrophotometric detection was set to 215, 238 and 254 nm.

A 10 mM DMSO stock solution of compound was delivered for analysis. A 100 µM standard solution was generated by diluting 10 µL of the 10 mM stock solution with 990 µL of diluent (10% DMSO/10% MeCN/80% MeOH, v/v/v). The chromatographic system was calibrated with a set of standards with published shake-flask logD values. Linear regression was used to determine the calibration line relating the retention time to logD for the calibration standards. This line was then used to determine the HT HPLC logD7.0 value of compound from the measured retention time by the HPLC/DAD analysis of the 100 µM standard solution.

### Calculated logD

LogD was calculated using the ACD Labs v10 LogD Predictor software at pH 7.4 for all compounds (ACD Labs, Toronto, Canada)[18].

### DGAT1 Enzyme Assay

The activity of DGAT1 inhibition was measured using membrane preparations from Pichia overexpressing human DGAT1 and DG/oleoyl CoA as substrates at Km concentrations in the presence of CPM (Life Technologies, D346), which is weakly fluorescent until reacted with free thiols of CoA released from oleoyl CoA after it is incorporated into diacylglycerol to form TG. Mock membranes showed minimal activity (data not shown). IC50s were calculated using either Assay Data Analyzer or GraphPad Prism4 software [3].

### RNA Profiling

Skin biopsies (3–5 mm^2^) from dorsal and/or ventral surfaces from DIO mice treated with compounds for 14 days were obtained and placed in RNAlater solution (Ambion, Austin, TX) at 4°C, according to the manufacturer's instructions. After removal from the RNAlater solution, the samples underwent a freeze/manual pulverization step prior to Trizol (Invitrogen, Carlsbad, CA) polytron chloroform extraction. RNA was isolated using the Promega SV-96 total RNA kit (Promega, Madison, WI) according to the manufacturer's instructions. Samples were amplified and labeled using a custom automated version of the NuGEN Ovation WB protocol. Hybridization on custom mouse Affymetrix microarrays (Santa Clara, CA), labeling and scanning using Affymetrix ovens, fluidics stations and scanners were performed according to the protocols recommended (NuGEN, San Carlos, CA). Sample amplification, labeling, and microarray processing were performed by the Covance Genomics Laboratory in Seattle, WA. The raw gene expression data has been deposited into the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49375).

One-way ANOVA analysis was performed with Matlab (The Mathworks, Natick, MA). Probesets had to pass a pre-filter of Affymetrix MAS5 present call p-value <0.05 in more than 50% of the samples to qualify for further analysis. Average fold changes between compound and vehicle treatment groups were generated with the vehicle as baseline. Differentially expressed probesets (signature genes) were selected with ANOVA p value <0.01 and average fold change greater than 1.2 fold (up- and down-regulated).

42 probesets that correlated with sebaceous gland atrophy in the skin were identified from a training set of two skin-positive compound treatments (Cpd2 and Cpd6, producing sebaceous gland atrophy) and one skin-negative compound treatment (Cpd1, *not* producing sebaceous gland atrophy) and spanning two independent studies. After excluding the absent probesets (low intensity), the 42 probesets were identified that met the following cutoffs: 1.2 fold change and 1-way ANOVA p<0.01 between all 3 skin-positive compound treatments (Cpd2 was profiled in each of the two studies) and their respective vehicle treatments. The probesets that had a 1-way ANOVA p<0.1 between the skin-negative compound treatment and its respective vehicle treatment were removed (as well as unknown RIKEN genes).

A composite score was computed using these 42 probesets for the treatments in the independent Test Set (Cpd6, skin-positive and Cpd18, skin-negative treatments). The score was calculated by subtracting the averaged expression value of the down-regulated 29 probesets from the averaged expression value of the up-regulated 13 probesets as follows:
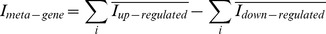

The significance p value of the t-test was performed on the composite scores between the two treatment groups, and their averaged scores were calculated as least-square means.

Of the 42 probesets identified in the Training Set, 26 were also significantly regulated in the Test Set by the skin-positive compound (Cpd6; 1.2 fold change and ANOVA p<0.01) and not by the skin-negative compound (Cpd18; ANOVA p>0.1).

## Supporting Information

Figure S1 **DGAT1 inhibitors with high lipophilicity induce sebaceous gland atrophy.** Shown are hematoxylin and eosin stains of ventral skin biopsies from DIO mice treated with either vehicle (A), Cpd1 (B), or Cpd2 (C) for 14 days at doses indicated. Scoring refers to the histological adverse effect score as described in Table 1. Bar  = 50 µm.
(PDF) Click here for additional data file.

Table S1 **DGAT1 inhibitors with high lipophilicity induce sebaceous gland atrophy.** Shown are the sebaceous gland sizes from dorsal skin biopsies from DIO mice treated with vehicle, Cpd1, Cpd2, or Cpd3 for 14 days. The data are plotted in Figure 2E.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

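Skin RNA of 48 mice was compared, with 1 array per mouse, in Study 1 (vehicle, Cpd1 and Cpd2, 8 mice each), Study 2 (vehicle, Cpd2 and Cpd6, 4 mice each) and Study 4 (vehicle, Cpd6 and Cpd18, 4 mice each). Groups were taken from the sample labels, and every array could be assigned. The authors measured RNA on a custom Affymetrix array and made the intensities with the RMA algorithm, which corrects background, normalizes the arrays and summarises the probes of a probeset, and whose version is not given. The table as deposited holds linear intensities from 1.60 to 13570 for 38385 probesets, with array medians from 26.4 to 30.8. No 2 arrays held identical values, and the highest correlation between 2 arrays was 0.994. Of the probesets, 24478 name 1 gene, 65 name several and 13842 name none, and the named ones cover 19147 genes. The absent call of the methods, which needs probe-level data, could not be repeated from these values. In its place, probesets under the 25th percentile of the mean over all arrays (2.93 on the log2 scale) were left out, which left 28789, 19951 of them named, for 15320 genes.
The base 2 logarithm of the intensities was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group in each study, empirical Bayes moderation with an intensity trend, and the Benjamini-Hochberg adjustment over all tested probesets. A probeset was called at an adjusted p under 0.05. The t-test on probesets, called the methods' t-test here, stands in for the one-way ANOVA that the methods name for probesets. The methods name a t-test for the composite score alone and no adjustment. Differences between studies in the effect of a compound were tested in 1 fit over all 48 arrays. Each compound was compared with the vehicle group of its own study, and Cpd2 with Cpd1, Cpd2 with Cpd6 and Cpd6 with Cpd18 within their studies. Table 2 was matched by gene identifier or symbol, and where a gene had several probesets, the one nearest to the Training Set fold changes of Table 2 was used, which gave 39 of 42 probesets and 38 genes. Ccdc136, Dgat2l6 and A4gnt found no match and are not analysed here. The threshold of Table 2 was a p under 0.01 and a fold over 1.2 in the same direction for all 3 skin-positive treatments of the Training Set and a p over 0.1 for Cpd1, with RIKEN genes left out, and for the Test Set a p under 0.01 and a fold over 1.2 in the Training Set direction for Cpd6 and a p over 0.1 for Cpd18. The methods name no scale for the composite score, and it was taken here as the mean linear intensity of the up-regulated probesets minus that of the down-regulated ones. It was compared between groups with a 2-sided exact permutation test, with a 95% confidence interval from the pooled variance of the scores.
Gene lists were written before the data were examined, 33 in all, for lipid pathways, immune genes and the cell types of skin. Each gene of a list was represented by its probeset with the highest mean. For each list the called genes were counted, adjusted over all probesets and over the list alone, and the list was tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over the 33 lists. The rule for named genes was fixed before the data were examined, except that Table 2 had been seen. It takes the genes the paper names with Dgat1 and Dgat2, up to 10 genes with the largest increase and 10 with the largest decrease per comparison among those called with all treated mice on 1 side of all vehicle mice, and up to 4 called members of each list described. Which of the lists are described beyond the lipid and immune ones was chosen after their values were seen.
The fit was tested on simulated arrays, with normal noise of the within-group SD of each probeset and known changes in 200 probesets. Changes of 2-fold were recovered for 95.5% of probesets with 8 mice per group in Study 1, for 59.7% in Study 2 and for 86.6% in Study 4, and false calls made up 4.12%, 1.68% and 6.90% of all calls. These rates describe the simulated noise alone. Among the real arrays, another split of the Cpd18 and vehicle mice called 1543 probesets, so the rates need not hold there. The number of arrays sets the precision, and an array gives no count from which an interval could be had. The alternatives set before the data were examined were no filter and a 50th percentile filter, array medians set equal, quantile normalization, array weights, the replicate number as a block, 1 fit over all 48 arrays, the methods' t-test, the paper's threshold, leaving out each mouse, other forms of the composite score, and other tests and members for the lists. A skeletal muscle score or a hair follicle score as a covariate, and leaving out the 3 Cpd2 mice of Study 1 lowest in muscle markers, were added after the data were seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Histology, compound exposure and lipophilicity are not analysed here.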

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

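The measures examined here, the bound on a list's median, and the tests of muscle amount, of a muscle effect in both studies, of a lower muscle share, of biopsy position, of Cpd1 as the only source, of hair phase within a group and of an effect on hair growth were chosen after the results were seen.
Skeletal muscle genes, which the paper does not discuss, were lower with Cpd2 than with vehicle in Study 1, with a median log2 fold change of −2.54, while chemokine genes were higher with a median of 0.47. The same compound in Study 2 gave a muscle median of 0.00522, which argues against an effect of Cpd2 on muscle genes in both studies. The endothelial markers had a median of −0.33 in Study 1 (interquartile range −0.43 to −0.22). Whether part of their signal came from muscle was not tested, so they cannot decide whether a lower muscle share raised other transcripts. Mean log2 intensities in Study 1 with Cpd2 and vehicle were 10.66 and 10.39 for basal keratinocyte and 6.80 and 6.34 for T cell markers. They were 10.95 and 10.99 for fibroblast and matrix genes, so not every other list was higher. Of the 8 Cpd2 mice, 4 had a muscle score inside the vehicle range of 10.3 to 12.3 and 3 lay more than 2 log2 units below it, the lowest at 5.87, but vehicle replicate 4 alone sets the lower end, and without it the range starts at 12.0, with 1 Cpd2 mouse inside and 4 more than 2 log2 units below, so that unequal amounts of muscle in the biopsies are left open. With the muscle score as a covariate the chemokine median was 0.35, which argues against muscle content as the whole source of the chemokine change, and 907 of the 3769 changed probesets were still called, among 971 in all. The 3 Cpd2 mice low in muscle had chemokine scores from 7.92 to 7.96. The other Cpd2 mice ran from 7.36 to 8.06, the highest in replicate 2, at a muscle score of 8.48. Vehicle mice ran from 6.99 to 7.22, and muscle content as part of the chemokine change stays open. An effect of Cpd2 on muscle in Study 1 alone stays open, as untested.
Genes of the growing hair follicle and hair shaft had median log2 fold changes of −3.30 with Cpd2 and −3.90 with Cpd6 in Study 2, −4.29 with Cpd6 in Study 4 and 1.50 with Cpd1 in Study 1, and melanocyte markers had −1.21, −1.24 and −1.21 in the first 3 of these. The smallest range of the hair score within a vehicle group was 5.64 log2 units, larger than each of these medians, which is consistent with hair growth phase differing between mice of 1 group. An effect of the skin-positive compounds on hair growth cannot be told apart from it, since Cpd2 in Study 1, where the mice were most numerous, gave an exact permutation p of 0.766 for the hair score, and Study 2 and Study 4 gave 0.0571 and 0.114 for Cpd6. By the same test Cpd2 in Study 2 gave 0.0857 (difference −2.82) and Cpd6 against Cpd18 in Study 4 gave 0.0571 (−2.88). In each of these comparisons the hair score was lower with the skin-positive compound. Hair phase as the source of the Table 2 changes in Study 4 is argued against, since 21 of the 28 probesets changed by Cpd6 were still called with the hair score as a covariate, all 39 kept their sign, and the median absolute log2 fold change went from 1.41 to 1.22 with the median SE from 0.15 to 0.18. The 7 lost calls go with this smaller change and larger error.
Hoxc10, a gene of body position, was higher with Cpd1 than with vehicle in Study 1, with a log2 fold change of 3.18, and 3 of 9 measured Hox genes of paralog groups 9 to 11 were called higher, as was Hoxa7 (0.70, SE 0.13) of groups 2 to 8, while Hoxc12, Hoxa13 and Hoxb13 had −0.31, −0.16 and −0.26 and Hoxc13 had 0.19. The authors' normalization as the source is argued against, since quantile normalization left Hoxc10 at 3.14 (SE 0.47). Cpd1 as the only source of the high level is argued against too, since the lowest group of Study 2 and Study 4, none of them given Cpd1, lay 1.67 log2 units above the vehicle mice of Study 1 in the mean of the 3 called genes. Biopsies from another position on the body stay open and cannot be told apart from the treatment: the other 6 genes of groups 9 to 11 exceeded 17 genes of groups 2 to 8 by a median of 0.19, with a permutation p of 0.109. An effect of Cpd1 stays open as well.
A single mouse stood apart from its group in 9 of 117 groups of 4 or 8 mice over 13 measures, where chance sets apart about 1 in 20. Vehicle replicate 4 of Study 1 was low in the muscle score (10.3), the macrophage score (8.36) and Elovl5 (12.4 on the log2 scale), and vehicle replicate 1 of Study 1 was low in Defb1 (10.34) and Hsd17b2 (8.46). Cpd6 replicate 3 of Study 2 stood apart in the muscle score (11.6) and the hair score (6.03), Cpd6 replicate 4 of Study 4 in the hair score (6.10) and vehicle replicate 4 of Study 4 in Aox4 (7.76).
The effect of Cpd2 differed between Study 1 and Study 2 at 209 probesets. Among named genes, the log2 fold change in Study 1 minus that in Study 2 was −1.32 for Hsd17b2, −1.61 for Gabra4, −2.18 for Serpina3b, 2.801 for Akr1c21 and 2.02 for Serpinb6e. The count was 11 without the 3 Cpd2 mice of Study 1 lowest in muscle, with Akr1c21 (2.91, adjusted p = 0.0262) the only 1 of these 5 genes still called. The other differences were then −1.08 for Hsd17b2, −1.36 for Gabra4, −1.64 for Serpina3b and 1.94 for Serpinb6e. Leaving out 1 mouse at a time gave a count from 26 (without vehicle replicate 1 of Study 2) to 1521 (without vehicle replicate 4 of Study 1), outside 1.5 times the count for 22 of the 24 mice. The calls of Hsd17b2, Serpina3b and Serpinb6e were lost on leaving out any 1 of 13, 17 and 15 mice. Those of Gabra4 and Akr1c21 were never lost in this way. The Akr1c21 intensity of vehicle mice was 29.3 ± 17.7 (SD, n = 8) in Study 1 and 107 ± 29.5 (SD, n = 4) in Study 2. With Cpd2 in Study 2 it was 6.76. The mean log2 intensity of Hoxa9, Hoxa10 and Hoxc10 was 5.23 and 7.16 in the same vehicle groups. A lower starting level or another biopsy position therefore cannot be told apart from a different effect of Cpd2 on Akr1c21.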

How the results depend on the processing

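The covariates and the exclusion of mice low in muscle were chosen after the data were seen. The count of Table 2 probesets passing the Test Set threshold lay between 21 and 26 under the 8 other settings and between 24 and 28 without 1 mouse, and the composite differences of Study 4 kept their side of 0.05 under each setting, though Cpd18 minus vehicle, 23.7, was −11.3 with only the bold probesets (582 to 656, 619 to 680 and −4.00 to 63.0 without 1 mouse for Cpd6 minus Cpd18, Cpd6 minus vehicle and Cpd18 minus vehicle). The other counts changed as follows, and the cause was not tested except where fewer mice or another threshold gives it. Array weights called 5998 probesets for Cpd2 and 188 for Cpd1 in Study 1, 89 for Cpd2 and 1081 for Cpd6 in Study 2, 2 for Cpd18, and 1931 and 548 for the differences between studies in the effects of Cpd2 and Cpd6. The methods' t-test after adjustment called 26 for Cpd1, 1 for Cpd2 and 3 for Cpd6 in Study 2, 1643 for Cpd6 and 0 for Cpd18 in Study 4, 14 between Cpd6 and Cpd18, and 1 by the Training Set threshold. At the paper's threshold, the methods' t-test and limma called 751 and 1130 for Cpd1, 295 and 624 for Cpd2 and 728 and 1243 for Cpd6 in Study 2, 481 and 646 between Cpd2 and Cpd6, 306 and 563 for Cpd18 and 588 and 1020 between Cpd6 and Cpd18. The Training Set threshold was passed by 49 with the methods' t-test and by 24 with an adjusted p. One fit over all 48 arrays called 564 for Cpd1, 231 for Cpd6 in Study 2, 2 between Cpd2 and Cpd6, 943 for Cpd6 in Study 4 and 0 for Cpd18. The 50th percentile filter called 24 for Cpd18 and 14 for the Cpd6 difference between studies. Setting array medians equal called 0 for Cpd18 and 327 for the Cpd2 difference, and quantile normalization 55 for Cpd1. For Cpd6 in Study 4 these scalings gave 1654 higher and 1492 lower, and 1642 and 1528, against 1314 and 1776. The muscle covariate called 971 for Cpd2 and 184 for Cpd1 in Study 1, 1618 between them, 1345 for Cpd6 in Study 4 and 2 for Cpd18, and turned Myh4 with Cpd2 in Study 1 to 0.0289. The hair covariate called 879 for Cpd1, 19 for Cpd2 and 34 for Cpd6 in Study 2, 2 between them, 421 for Cpd6 in Study 4 and 57 for Cpd18, and turned the cell cycle list of Study 2 to 0.17 with Cpd2 and 0.15 with Cpd6. Without the 3 Cpd2 mice low in muscle, 1339 were called for Cpd2 in Study 1, 1742 against Cpd1 and 11 for the Cpd2 difference. Without 1 mouse, the counts ranged from 2872 to 5103 for Cpd2 and 42 to 202 for Cpd1 in Study 1, 3746 to 4862 between them, 14 to 257 for Cpd2 and 39 to 598 for Cpd6 in Study 2, 0 to 0 between them, 1305 to 3007 for Cpd6 and 0 to 16 for Cpd18 in Study 4, 95 to 239 between them, 26 to 1521 and 0 to 18 for the differences of Cpd2 and Cpd6 between studies, and 70 to 144 for the Training Set threshold. Of 231 list results, an estimated correlation ended 96 calls, fry ended 60 and added 8, and leaving out Table 2 genes ended 8 and added 3. Of 1728 gene results without 1 mouse, 170 lost their call and none turned. Of 155 gene results, the hair covariate ended 36 calls, the muscle covariate ended 33 and turned 1, and the replicate block ended 19. Of the 231 list results, the hair covariate ended 26, added 28 and turned 2. There the muscle covariate ended 17 and added 9. Signal near background limits the dim probesets.
With the replicate number as a block, 60 probesets were called for Cpd1, 16 for Cpd2 in Study 2 and 11 for Cpd18. The numbers do not pair the mice: arrays of 1 study that share a number had median correlations of −0.04, −0.03 and 0.11 between their differences from the group means in Study 1, Study 2 and Study 4, so the block result describes no pairing.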

Differences from the paper's values

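The settings named here were set before the data were examined. The paper's count of probesets passing the Training Set threshold is 42, and limma gave 96. A t-test on probesets at the paper's threshold, in place of the paper's one-way ANOVA, gave 49, which lies within 1.5 times the paper's count. The filters, the scalings, array weights, the block, 1 fit over all 48 arrays, leaving out the Cpd1 condition, an adjusted p, the adjusted t-test and leaving out each mouse did not come that close. The absent call that the methods apply first is not repeated here. Of the 39 matched Table 2 probesets, those of Defb1, Sox7, Lrp6, Crat and Slc6a19 did not pass this threshold with limma.
The paper's p for the composite score of Cpd6 against Cpd18 is under 0.0001, and the exact permutation test gave 0.0286, the smallest that 4 mice against 4 allow. The methods' t-test gave 6.19e-05, which is under the paper's bound, and the other settings, which all use the exact test, did not.
Of the 26 Table 2 probesets passing the Test Set threshold, those of Psca, Defb1, Crat and Slc6a19 are not in bold in the paper, and Cyp2j12-ps, in bold, did not pass because its p with Cpd18 was 0.0922. The methods give the paper's numbers of up-regulated and down-regulated probesets as 13 and 29, and Table 2 lists 12 and 30. The title of Figure 7 has immune genes up-regulated with sebaceous gland atrophy, and its legend speaks of probesets regulated by the skin-positive compounds. The list of 26 chemokines is wider than that, so its counts contradict no value of the paper. Counted by 1 probeset per gene, Cpd6 left 1 of 26 chemokines higher and 9 lower in Study 4. With Cpd2 in Study 1, 12 were higher and none lower, with a median log2 fold change of 0.47. Without the 3 mice low in muscle 5 were higher there, with a median of 0.34. With an estimated correlation the list had adjusted p-values of 0.387 with Cpd6 and 0.156 with all Cpd2 mice of Study 1. The list had a median log2 fold change of −0.28 with Cpd6 and −0.26 with the skin-negative Cpd18, for which limma called 0 of the 26, with 10 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment (adjusted p = 0.154 with an estimated correlation). With Cpd6 in Study 4 and Cpd2 in Study 1, Ccl1, Defb1 and Cxcl16 had positive log2 fold changes in both.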

Other observations

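The lists and comparisons of the next paragraphs were fixed before the data were examined, and which of them to describe was chosen after the results were seen, as were the hair covariate, the exclusion of mice low in muscle and the use of Study 1 to weigh chance in Study 2. The macrophage markers fell in Study 4, which the paper does not report. With Cpd6, 12 of 16 macrophage and monocyte markers were lower and 4 not called (14 lower when adjusted over the list alone), with a median log2 fold change of −0.81 (camera adjusted p = 2.37e-09, adjusted p = 0.304 with an estimated correlation). C1qb and C1qc, which encode chains of complement C1q, had −1.26 (SE 0.15, adjusted p = 0.000419) and −1.14 (SE 0.14), and Folr2, a folate receptor of resident macrophages, had −1.13 (SE 0.17). With Cpd18 limma called 0 of the 16, with 14 at an unadjusted p under 0.05, 0 by the methods' t-test after adjustment and 14 lower when adjusted over the list alone, with a median of −0.74 (camera adjusted p = 1.68e-22, adjusted p = 0.094 with an estimated correlation). The direct comparison of Cpd6 with Cpd18 called 0 of the 16, with 5 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment, and a median of −0.09. Endothelial markers were higher with Cpd6, 10 of 21 with none lower (11 higher when adjusted over the list alone, median 0.34, camera adjusted p = 5.52e-07, adjusted p = 0.304 with an estimated correlation). Of 21 hair shaft genes 4 were lower with Cpd6 (median −4.29, exact permutation p of the hair score 0.114), and vehicle replicates 1, 4, 3 and 2, with hair scores of 10.0, 10.1, 8.97 and 4.43, had endothelial scores of 7.64, 7.65, 7.95 and 8.05. With the hair score as a covariate the endothelial median was 0.16, so hair phase as part of this change stays open. With Cpd2 in Study 1, 4 of the 21 were lower and none higher (1 higher and 11 lower when adjusted over the list alone, camera adjusted p = 7.64e-05, adjusted p = 0.422 with an estimated correlation). Without the 3 Cpd2 mice low in muscle limma called 0, with 9 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. The list median was −0.33 with all Cpd2 mice and −0.29 without these 3 (camera adjusted p = 0.0006 at the preset correlation). Flt1, a receptor for vascular endothelial growth factor, had 0.46 (SE 0.12) with Cpd6 and −0.63 (SE 0.17) with Cpd2 in Study 1, a call that was lost without the 3 Cpd2 mice low in muscle (−0.48). The Flt1 call in Study 4 was lost without Cpd6 replicate 1, 2 or 3 or vehicle replicate 1 or 4 (0.35 to 0.47).
Markers of differentiated keratinocytes, the cells of the upper epidermis, were higher with Cpd2 in Study 1, with 16 of 21 called higher, none lower and 5 not called (18 higher when adjusted over the list alone, median 0.59, camera adjusted p = 6.77e-14, adjusted p = 0.0749 with an estimated correlation). Alox12b and Aloxe3, lipoxygenases of the epidermal barrier, had 1.17 (SE 0.18) and 1.09 (SE 0.12). Without the 3 mice low in muscle, 14 of the 21 were called higher. The mean log2 intensity of the list in Study 1 was 10.21 (SD 0.13, n = 8) with Cpd2 and 9.64 (SD 0.26) with vehicle. With the same compound in Study 2 it was 10.27 (SD 0.32, n = 4) against 10.15 (SD 0.11) with vehicle. In Study 2, Cpd6 raised 1 of the 21 (11 higher when adjusted over the list alone, camera adjusted p = 7.72e-10, adjusted p = 0.233 with an estimated correlation) and in Study 4 it raised 3 (3 higher when adjusted over the list alone, camera adjusted p = 0.176), where the median was 0.05 and the mean −0.07.
Akr1c21 and Serpinb6e rose with Cpd1 in Study 1, the latter by 2.29 (SE 0.32, adjusted p = 0.00110), and fell with Cpd6 in Study 4, with −3.39 (SE 0.26) and −3.66 (SE 0.27). The vehicle mice of Study 1 had lower intensities of both than those of Study 2 and Study 4, with 29.3 ± 17.7 (SD, n = 8) against 107 ± 29.5 and 101 ± 33.9 (SD, n = 4) for Akr1c21, and 58.0 ± 28.6 against 113 ± 40.7 and 110 ± 18.5 for Serpinb6e. With Cpd1 the means were 215 ± 95.8 and 262 ± 80.0 (SD, n = 8). These vehicle groups belong to separate studies, and no test was made across them. The mean of Hoxa9, Hoxa10 and Hoxc10 was low in the same vehicle mice, at a log2 intensity of 5.23, and in the Cpd2 mice of Study 1, at 5.00, against 7.25 with Cpd1, so that another biopsy position cannot be told apart from an effect of Cpd1 on these genes.
Other splits of the same mice were counted for each result, each test having been set before its result was seen. Of 100 splits, only the real one was as large for Cpd2 in Study 1 (3769 called, at most 2996 in another split), Cpd1 (94, at most 7) and Cpd2 against Cpd1 (4964, at most 526). The same held for the Cpd2 difference between studies (209, at most 7) and the Training Set threshold (96, at most 2). Of 35 splits, only the real one was as large for Cpd6 in Study 2 (109, at most 1), Cpd6 in Study 4 (3090, at most 0) and Cpd6 against Cpd18 (141, at most 0). For the Test Set threshold 2 of 100 splits were as large (26, at most 26 in another). These counts argue against chance for each of these results. They do not exclude it, since 1 of 35 or 1 of 100 is the smallest share possible, and the shares are not adjusted for the number of results. The splits alone cannot exclude it for Cpd2 in Study 2 (37, with 2 of 35 splits as large and at most 115 in another) or for Cpd18 (1, with 5 of 35 splits as large and at most 1543 in another). For Cpd2 the separate mice of Study 1 argue against it, since 23 of the 25 lowered probesets were lowered there too and 10 of the 12 raised ones raised, where 1.50 and 0.85 would be shared by chance. Where the real count is 0 every split is as large, so the splits say nothing about chance for Cpd2 against Cpd6 (35 of 35, at most 6 in another) or for the Cpd6 difference between studies (100 of 100, at most 418 in another). The split with 1543, where Cpd18 itself gave 1, points to a structure of the samples that does not follow the treatment. Whether the 418, and the 2996 of another split of the Cpd2 and vehicle mice in Study 1, follow the treatment in part was not tested.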
